# miR-381-3p contribution in mouse spontaneous abortion *via* targeting VEGFA

**DOI:** 10.7717/peerj.19568

**Published:** 2025-06-24

**Authors:** Chao Ding, Fukang Liu, Huayue Shi, Jing Zuo, Lei Bi, Longgang Shao, Yanqiu Pan

**Keywords:** Recurrent spontaneous abortion, miR-381-3p, VEGFA/NF-κB pathway, Migration, Angiogenesis

## Abstract

**Background:**

Recurrent spontaneous abortion (RSA) affects 1–5% of pregnant women; however, the mechanisms underlying this condition remain unknown. Dysangiogenesis in the placenta is an essential factor in the pathogenesis of RSA. Studies have verified that microRNAs (miRNAs) are vital for RSA; however, their mechanism of action in regulating angiogenesis remains unclear. Therefore, we explored the contribution of key miRNAs that regulate angiogenesis in RSA.

**Methods:**

The abortion mouse model was constructed by intraperitoneal injection of beta2-Glycoprotein I (β2-GPI). The abnormal expression of miRNAs in the placenta of the abortion mice was screened using miRNA-seq. Based on miRNA databases, miR-381-3p, which is highly expressed in abortion mice, may bind to vascular endothelial growth factor A (VEGFA). Subsequently, we investigated the effects of the miR-381-3p/VEGFA axis on the angiogenesis of vascular endothelial cells using real-time quantitative polymerase chain reaction, Transwell, wound healing, tube formation, western blotting, and dual-luciferase reporter system. Furthermore, an *in vivo* experiment was used to confirm miR-381-3p knockdown contribution in the abortion mouse model.

**Results:**

miR-381-3p overexpression inhibited the migration and angiogenesis of C166 cells (a mouse vascular endothelial cell line), whereas miR-381-3p knockdown had the opposite effect. The dual-luciferase reporter system revealed that miR-381-3p bound to the VEGFA 3′ UTR, and VEGFA knockdown counteracted the beneficial effect of the miR-381-3p inhibitor on angiogenesis. An *in vivo* study demonstrated that miR-381-3p knockdown may reduce inflammation and damage to the placenta and fetus during abortion by activating the VEGFA/nuclear factor kappa B (NF-κB) pathway.

**Conclusion:**

miR-381-3p may cause insufficient placental blood flow by inhibiting the VEGFA pathway and can be used as a potential therapeutic target for RSA.

## Introduction

Recurrent spontaneous abortion (RSA) is defined as two or more consecutive miscarriages before 20 weeks of pregnancy (de Assis, Giugni & Ros, 2024; Yao et al., 2024). RSA affects an estimated 1–5% of women of reproductive age (Mou et al., 2022; Sonehara et al., 2024). In approximately half of the cases, the reasons for miscarriage were unclear (de Assis, Giugni & Ros, 2024). However, there is no single comprehensive theory that explains the pathogenesis of RSA (de Assis, Giugni & Ros, 2024; Han et al., 2025). It is widely accepted that the pathogenesis of RSA is related to endocrine problems, genetic illnesses, autoimmune diseases, and anatomical anomalies (Davalieva, Kocarev & Plaseska-Karanfilska, 2025; Han et al., 2025). Recent studies have linked RSA pathogenesis to endothelial dysfunction and demonstrated that promoting angiogenesis at the maternal-fetal interface can rescue RSA (Abu-Ghazaleh et al., 2023; Wang et al., 2024; Zhang et al., 2023).

Vascular endothelial growth factor (VEGF) is a well-known angiogenic factor crucial for various physiological and pathological processes (Pérez-Gutiérrez & Ferrara, 2023; Vemuri et al., 2024). VEGF principally acts on blood vessel endothelial cells to maintain the integrity and permeability of the vascular wall and directly boost the growth of the cardiovascular system (Pérez-Gutiérrez & Ferrara, 2023; Zeng & Fu, 2025). VEGFA, a member of the VEGF family, is extensively expressed in the placenta during pregnancy and is considered a critical factor in the growth and development of the fetus (Krog et al., 2024; Mrozikiewicz et al., 2024). It has been reported that VEGFA absence is a significant contributing factor to RSA pathogenesis (Krog et al., 2024; Liao et al., 2024). Consequently, maintaining the VEGFA level is beneficial to improving RSA (Liao et al., 2024; Sajjadi et al., 2020).

MicroRNAs (miRNAs), a class of small non-coding RNAs, consist of 20–24 nucleotides (Diener, Keller & Meese, 2024; Seyhan, 2024). miRNAs are post-transcriptional regulators of gene expression that work by either inducing mRNA degradation or blocking the translation of their target genes (Diener, Keller & Meese, 2024; Saliminejad et al., 2019). A growing body of research has established the significance of miRNAs in RSA pathogenesis (Patronia et al., 2024; Wang et al., 2024). For example, miR-184 is abnormally expressed in RSA and induces apoptosis of trophoblastic cells by targeting zinc finger matrin-type 3 (Zhang et al., 2019), and miR-200c can inhibit human extravillous trophoblast cell migration, invasiveness, and proliferation by regulating PI3K/AKT signaling in unexplained recurrent spontaneous abortion (Yue & Xu, 2024). Moreover, exosomal miR-146a-5p and miR-146b-5p generated from M1 macrophages inhibit trophoblast cell migration and invasion by targeting TNF receptor-associated factor 6 (Ding et al., 2021). These studies suggest that miRNAs are involved in RSA. Currently, most miRNA activity in RSA is limited to controlling trophoblast cells; however, miRNA-mediated endothelial cell functions involved in RSA have not been fully appreciated (Wang et al., 2024). Endothelial cells are indispensable for remodeling placental blood flow (Tan et al., 2024).

In this study, differentially expressed miRNAs were screened in the placentas of the control and the abortion mouse model using miRNA-seq. As previously reported (Jiang et al., 2024; Zhao et al., 2025), miRNA databases (StarBase, miRwalk, TargetScan, and miRTarBase) were used to predict the miRNAs bound to VEGFA. Based on Venn diagram analysis, the predicted miRNAs and upregulated miRNAs in the placenta of the abortion mice overlapped with miR-381-3p. Consequently, we investigated miR-381-3p contributions in endothelial cells’ angiogenesis and abortion mouse model, providing a potential target for RSA therapy.

## Materials and Methods

### Animal model and miRNA-seq

Eight-week-old female and male C57BL/6 mice were obtained from Shanghai Lingchang Biotechnology Co., Ltd. (Shanghai, China). The mice were kept in the Laboratory Animal Center of Nanjing Ramda Pharmaceutical Co., Ltd. (Nanjing, China) and lived in CP-4 cages (L × W × H: 290 × 178 × 160 mm). The mice density of each cage did not exceed six. The mice were allowed to eat and drink freely at a temperature of 24 ± 2 °C, relative humidity of 40–60%, and a light-dark cycle for 12 h. After acclimatization for 1 week, ten female mice in proestrus were randomly divided into two groups: Control and abortion. As previously reported (Ding & Lu, 2014), after carbon dioxide (CO_2_) anesthesia, each animal in the abortion groups was intraperitoneally injected with 10 µg beta2-glycoprotein I (β2-GPI) (Abcam) on the 1^st^ day and immunized once on the 8^th^ day. The female mice in the control group were intraperitoneally injected with normal saline. On the 18^th^ day, the female mice were mated with male mice at a ratio of 1:2. The presence of pessaries was considered to be on the 0.5^th^ day of pregnancy. On the 15^th^ day of pregnancy, the animals were euthanized using CO_2_, and the placenta tissues of the two groups were frozen in liquid nitrogen. As previously described (Li et al., 2024), miRNA-seq was used to detect miRNA expression profiles in the placentas of the two groups (*n* = 3). miRNA-seq and analysis of differentially expressed miRNAs were conducted by Beijing Boao Crystal Code Biotechnology Co., Ltd. (Beijing, China).

The animal experiment was approved by the Institutional Animal Care and Use Committee of Nanjing Ramda Pharmaceutical Co., Ltd. (No. IACUC-20230208) and performed following the Animal Care Committee.

### Cell culture

C166 cells (a mouse vascular endothelial cell line) were acquired from Beijing Baiou Bowei Biotechnology Co., Ltd. (Beijing, China). The cells were cultured in Dulbecco’s Modified Eagle Medium with 10% fetal bovine serum (Life Technologies, Carlsbad, CA, USA) and 1% penicillin/streptomycin in an atmosphere of 5% CO_2_ and 95% air at 37 °C.

### Cell transfection

miR-381-3p mimics, miR-381-3p inhibitor, VEGFA siRNA, and negative control (NC) were synthesized by Jiangsu KeyGEN Biotechnology Co., Ltd. (KeyGEN BioTECH, Nanjing, China). They were respectively transfected into C166 cells for 24 h using Lipofectamine™ 3000 (Invitrogen, Waltham, MA, US) following the manufacturer’s instructions. All experiments were repeated thrice. The sequences used are listed in Table 1.

**Table 1:** The sequences of miR-381-3p mimics, inhibitor, and VEGFA siRNA.

Name	Sequence (5′→3′)
miR-381-3p mimics	F: UAUACAAGGGCAAGCUCUCUGU
	R: ACAGAGAGCUUGCCCUUGUAUA
mimics NC	F: UCACAACCUCCUAGAAAGAGUAGA
	R: UCUACUCUUUCUAGGAGGUUGUGA
miR-381-3p-inhibitor	ACAGAGAGCUUGCCCUUGUAUA
inhibitor NC	UCUACUCUUUCUAGGAGGUUGUGA
VEGFA siRNA#1	F: CCAAAGAAAGACAGAACAATT
	R: UUGUUCUGUCUUUCUUUGGTT
VEGFA siRNA#2	F: ACAUAGGAGAGAUGAGCUUTT
	R: AAGCUCAUCUCUCCUAUGUTT
VEGFA siRNA#3	F: CGGAUCAAACCUCACCAAATT
	R: UUUGGUGAGGUUUGAUCCGTT
siRNA NC	F: UUCUCCGAACGUGUCACGUTT
	R: ACGUGACACGUUCGGAGAATT

### Wound healing assay

A straight line was drawn in the 6-well plate using a 200 μL yellow sterile pipette tip when the cell fusion degree had reached 80–90%. The cell migration was photographed through an inverted microscope (Olympus, Shinjuku City, Tokyo, Japan) at 0 and 24 h following transfection.

### Transwell assay

Transwell assay was used to measure C166 cell migration. The transfected cells were added to the upper chamber of the Transwell, and a complete medium was added to the 24-well plate. After 24 h of culture, the medium in each well was removed. The cells in the Transwell chambers were fixed with methanol for 30 min. The upper cells of the microporous membrane in the Transwell chamber were removed using a cotton swab, and the lower cells were stained with 0.1% crystal violet (Sigma, Kanagawa, Japan) for 20 min. The migratory cells were photographed and counted using an inverted microscope (Olympus, Shinjuku City, Tokyo, Japan).

### Tube formation assay

The angiopoiesis of C166 cells was examined using a tube formation assay. The cells were digested with 0.25% trypsin-EDTA (KeyGEN BioTECH, San Francisco, California, US) 24 h after transfection. Briefly, 200 µL of cell suspension (4 × 10^5^ cells/mL) was added to per well in a 96-well plate coated with Matrigel (BD Biosciences, San Jose, CA, USA). After incubation at 37 °C for 6 h, angiogenesis was observed using an IX51 microscope (Olympus, Shinjuku City, Tokyo, Japan). The total branch points and capillary length were counted in three random fields of view using Gel-Pro32 software.

### Dual-luciferase reporter assay

The wild-type (WT) and mutant-type (MUT) VEGFA sequences were designed following the binding sites of miR-381-3p and VEGFA 3′ UTR predicted by the StarBase database (https://rnasysu.com/encori/). 

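The predicted site lies in Vegfa, which encodes the main growth factor of blood vessel endothelium, on the minus strand of chromosome 17 of GRCm38 (gene from 46016993 to 46032369). Positions 46017343 to 46017348 fall in exon 7 of the 7 exons of transcript Vegfa-202, in its 3′ UTR, 1509 bases after the stop codon, and the 3′ UTRs of 2 annotated transcripts hold the site. On the transcript strand the 6 bases read TTGTAT, the reverse complement of bases 2 to 7 of miR-381-3p (UAUACAAGGGCAAGCUCUCUGU, counted from its 5′ end), its seed. With 20 bases on each side, the reference reads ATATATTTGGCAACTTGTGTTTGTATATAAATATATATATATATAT. The 3′ UTR of 1865 bases holds 2 such 6-base matches, the other at 46017018 to 46017023, and 0 matches of 7 bases to positions 2 to 8 of the miRNA. The site at 46017343 to 46017348 is followed by an A opposite base 1 of the miRNA, a form classed among the 7-base seed sites, and 1 of the 2 matches has this form. The mature miR-381-3p itself is encoded at 109726870 to 109726891 of chromosome 12, in the 75-base hairpin of Mir381.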

VEGFA WT and MUT sequences (the 200 bp upstream and downstream of chr17:46017343-46017348) were inserted into pmirGLO vectors to construct pmirGLO-VEGFA-WT and pmirGLO-VEGFA-MUT recombinant vectors. The Dual-Glo® Luciferase Assay System (Promega, Madison, WI, USA) was used to determine the reporter activities. In a 96-well black plate, pmirGLO-VEGFA-WT or pmirGLO-VEGFA-MUT was co-transfected with the miR-381-3p mimic or NC into 293T cells using Lipofectamine™ 3000 (Invitrogen, Waltham, MA, USA). After transfection for 48 h, 50 µL of lysed cells were added to each well. Afterward, the Dual-Glo® Luciferase Reagent and Dual-Glo® Stop & Glo® Reagent were added to each well in turn. The fluorescence densities were detected by a Tecan Spark microplate reader (Tecan, Männedorf, Switzerland). The luciferase activities were calculated using the ratio of firefly/renilla activities.

### miR-381-3p knockdown *in vivo*

As described in the animal model construction above, 15 eight-week-old female and male C57BL/6 mice in proestrus were randomly divided into three groups: Control, abortion, and abortion+shmiR-381-3p. On the 9^th^ day of β2-GPI treatment, each animal in the abortion and abortion+shmiR-381-3p groups was intraperitoneally injected with 2 × 10^11^ vg of adeno-associated virus (AAV)-shNC or AAV-shmiR-381-3p synthesized from Guangzhou PackGene Biotechnology Co., Ltd. The female mice in the control group were intraperitoneally injected with normal saline. On the 18^th^ day, female mice were mated with male mice. On the 15^th^ day of pregnancy, the mice were euthanized by CO_2_, and the weight of the fetus and placenta was counted and photographed. The placenta was carefully divided into two parts: One was fixed with 4% paraformaldehyde, and the other was frozen with liquid nitrogen and then stored at –80 °C.

### Total RNA extraction and real-time quantitative polymerase chain reaction (RT-qPCR)

The total RNA of the cells and placentas was extracted with TRIzol Reagent (Invitrogen, Waltham, MA, USA). The purity of the total RNA was determined using an ultraviolet-visible spectrophotometer (UV-2450; SHIMADZU, Kyoto, Japan). PrimeScript^TM^ RT master mix (Takara, Shiga, Japan) was added for reverse transcription of total RNA. For miRNA analysis, the first strand of miRNA cDNA was obtained using the stem-loop method. SYBR Green qPCR Mix (Takara, Shiga, Japan) was used to examine the gene expression. The PCR reaction procedure, including holding stage (95 °C for 5 min), 40 cycles (95 °C for 20 s, 60 °C for 20 s, and 72 °C for 20 s), and melt curve stage (95 °C for 15 s, 60 °C for 1 min, and 95 °C for 15 s), was performed using the LightCycler480 II real-time fluorescence quantitative PCR instrument (Roche, Basel, Switzerland). GAPDH or U6 was used as an internal reference. The relative expression levels of miR-381-3p and *Vegfa* were calculated using the 2^−ΔΔCt^ method. Three biologically independent assays were performed. The primer sequences of miR-381-3p, *Vegfa*, *Gapdh*, and *U6* were synthesized by Shanghai GenePharma Co., Ltd. (Shanghai, China), as listed in Table 2.

**Table 2:** The primer sequences of the genes.

Name	Sequence (5′→3′)
*Vegfa*	F: CCACGACAGAAGGAGAGCAGAA
	R: TCTCAATCGGACGGCAGTAGC
miR-381-3p	F: CGCGTATACAAGGGCAAGCT
	R: AGTGCAGGGTCCGAGGTATT
miR-381-3p	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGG
RT	ATACGACACAGAG
*Gapdh*	F: AAGGTCGGTGTGAACGGATT
	R: TGAGTGGAGTCATACTGGAACAT
*U6*	F: CTCGCTTCGGCAGCACA
	R: AACGCTTCACGAATTTGCGT

### Western blotting

The cell and placenta samples were treated with EBC buffer (Roche Diagnostics, Basel, Switzerland, USA) and 1 mM phosphatase inhibitor mixture II (Sigma-Aldrich, St. Louis, MO, USA). SDS-PAGE was performed by transferring proteins onto nitrocellulose membranes. Subsequently, 5% non-fat milk was used to block the membranes. The membranes were then incubated overnight at 4 °C with primary antibodies, including VEGFA (19003-1-AP; Proteintech, Rosemont, IL, USA, 1:500), p65 (ab16502; Abcam, Cambridge, USA, 1:1,000), p-p65 (ab76302; Abcam, Cambridge, USA, 1:1,000), and GAPDH (ab9485; Abcam, Cambridge, USA, 1:2,000). After rinsing with 1× TBST; the membranes were incubated with the respective secondary antibodies conjugated with horseradish peroxidase for 1 h at room temperature. The protein bands were visualized using Immobilon™ Western Chemiluminescent HRP Substrate (Cat. No.: WBKLS0500; Millipore Corporation, Burlington, MA, USA), and the images were captured on the visualization instrument Tanon-5200 (Tanon, Xinjiang, China).

### Hematoxylin-eosin (H&E) staining and immunohistochemistry (IHC) assay

On the 15^th^ day of pregnancy, the placenta samples were fixed in a 4% paraformaldehyde solution and embedded in paraffin. The paraffin-embedded placental tissues were sectioned to a thickness of 4 μm, deparaffinized with xylene, and rehydrated in a graded series of ethanol. H&E staining was performed, and antigen retrieval was conducted by microwaving in the citric acid buffer. The sections were incubated with antibodies against CD31 (ab182981; Abcam, Cambridge, USA, 1:500), rinsed, and incubated with a secondary antibody for 60 min at room temperature. Three randomly selected visual fields were analyzed using Image-Pro Plus software (version 6.0).

### Enzyme-linked immunosorbent assay (ELISA)

The blood of each mouse was obtained from the eye socket and centrifuged at 3,000×*g*, 4 °C for 20 min. The concentrations of serum total proteins were detected by a BCA assay kit (KeyGEN BioTECH, Nanjing, China). The levels of interleukin (IL)-10, tumor necrosis factor α (TNF-α), homocysteine (HCY), annexin V (ANX-V), and methylene tetrahydrofolate reductase (MTHFR) were measured using an ELISA Kit (Shanghai Enzyme-linked Biotechnology Co., Ltd., Shanghai, China) under a Tecan Spark microplate reader (Tecan, Männedorf, Switzerland).

### Statistical analyses

All data are presented as mean ± standard deviation (SD) of at least three biological replicates per experiment. The data were statistically analyzed using the Statistical Package for the Social Sciences (SPSS) software (version 22.0). A one-way analysis of variance was used to analyze differences among groups using the LSD method. A *P* < 0.05 indicated statistical significance.

## Results

### miR-381-3p inhibited the migration and angiogenesis in C166 cells

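Small RNA from 3 placentas of control mice and 3 placentas of abortion mice was sequenced, with 1 library per placenta. The C57BL/6 mice of the abortion group received intraperitoneal beta2-glycoprotein I, a plasma protein used here to provoke an immune reaction that leads to pregnancy loss, at 10 µg on day 1 and again on day 8. In the paper's methods these days precede mating, which was on day 18, whereas the labels describe the injected mice as already pregnant. Placentas were collected on day 15 of pregnancy. The libraries were made with a QIAseq miRNA kit, and the submitters' processing notes name cutadapt 1.7.1, Bowtie 1.1.1, edgeR and limma with the mouse genome build mm10. This kit labels each molecule with a unique molecular identifier, and whether the authors counted reads or molecules is not given in the sources used here. The authors' table holds raw counts for 1928 entries, of which 1174 are annotated miRNA arms and 754 are arms that the authors predicted. The total count was 8487304, 7499178 and 8405363 in the control placentas and 8222604, 8175096 and 9045429 in the abortion placentas. The most abundant miRNA in each library, miR-148a-3p, took between 14.9% and 35.8% of all counts. Libraries were therefore scaled by TMM, which gave factors from 0.670 in control 1 to 1.30 in control 3. Groups were compared with edgeR's quasi-likelihood test over the 798 entries with enough counts, and p-values were adjusted by the Benjamini-Hochberg method. Values are given as CPM, the count relative to the library size after this scaling. Of the predicted entries with at least 10 counts in every library, 49 of 136 had counts within 1% of those of an annotated miRNA in every library, so such entries may hold reads that are also counted elsewhere. The control placentas came from 3 mice, and the number of mice behind the 3 abortion placentas is not given in the sources used here, so the p-values measure the spread between these placentas.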

To explore potential miRNAs that regulate angiogenesis in the placental tissue of RSA, miRNA-seq was used to identify differentially expressed miRNA profiles in normal and abortion-pregnant mice. 

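In the placentas of the abortion group, miRNAs of a cluster beside Fmr1 on the X chromosome, miRNAs of liver and gut endoderm and the miR-200 family were higher than in the control group, while the Sfmbt2 cluster families, which are abundant in rodent trophoblast, were lower. The lists of the groups that were higher were drawn up after Table S1, which comes from these same libraries, had been read. Their p-values from camera are therefore not independent evidence. All 22 tested miRNAs of the Fmr1-linked cluster, which spans 66776757 to 68010179 of chromosome X in GRCm38, were higher, with a median log2 fold change of 2.68 (camera, adjusted p = 3.34e-19; adjusted p = 0.47 with an estimated correlation). Some of the 22 may share reads and not be separate measurements: miR-465a-3p and miR-465b-3p had the same log2 fold change in DESeq2 (2.62). In this cluster, miR-465a-5p was at 3.01 ± 3.38 CPM in the control group and 25.2 ± 16.4 CPM in the abortion group (SD, n = 3 each), a log2 fold change of 3.01 (standard error 0.87). The 7 tested miRNAs of liver and gut endoderm were all higher, with a median of 2.14 (camera, adjusted p = 3.32e-07; adjusted p = 0.47 with an estimated correlation). Of these, miR-215-5p was at 385 ± 327 CPM in the control group and 2328 ± 474 CPM in the abortion group (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.61), and miR-215-3p had a log2 fold change of 2.14 (standard error 0.45). The miR-200 family, typical of epithelium, had 9 of 9 members higher and a median of 1.73 (camera, adjusted p = 0.000354; adjusted p = 0.47 with an estimated correlation). Within it, miR-200b-3p had a log2 fold change of 2.02 (standard error 0.62) and miR-200a-5p one of 2.55 (standard error 0.73), while miR-200c-3p had one of 0.21 (standard error 0.26) and miR-200c-5p one of 0.22 (standard error 0.28), both below 0 with upper-quartile scaling. Without control 3, the median was 4.05 for the Fmr1-linked cluster, 3.55 for the endoderm list and 3.01 for the miR-200 family, and miR-465a-5p had a log2 fold change of 4.61 and passed the adjustment in edgeR (adjusted p = 0.0146), so the size of these differences depends on that placenta. No entry passed the adjustment in edgeR's quasi-likelihood test when any other single library was left out. Of 67 tested members of the Sfmbt2 cluster families, 66 were lower, with a median of -0.41 (camera, adjusted p = 3.27e-09; adjusted p = 0.52 with an estimated correlation), and many of these near-identical miRNAs may share reads. The median was -0.27 without abortion 2, and abortion 3 (a median deviation of 0.025 from the mean of all libraries) lay next to control 3 (0.054). Summed over the families, the level was 41619, 29832 and 21596 CPM in the control placentas and 23352, 18058 and 33626 CPM in the abortion placentas, so that the groups overlapped. Among them, miR-297b-5p was at 24.6 ± 2.48 CPM in the control group and 14.3 ± 0.736 CPM in the abortion group (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.24), and miR-669a-3-3p had one of -0.80 (standard error 0.28).

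Outside these lists, miR-31-5p (log2 fold change 1.04, standard error 0.25), miR-340-3p (1.77, standard error 0.44), miR-708-3p (1.77, standard error 0.45) and miR-214-5p (0.97, standard error 0.27) were higher in all 3 abortion placentas than in any control placenta. In the other direction, miR-183-3p (-0.83, standard error 0.32) and miR-877-5p (-0.73, standard error 0.30) were lower in all 3 abortion placentas. The rule for naming these miRNAs asked for such separation of the groups, so the separation is not a result about them. Of the 798 tested entries, 27.7% were separated in this way (128 higher and 93 lower). No single miRNA passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.243 and 121 entries had an unadjusted p under 0.05 (103 higher and 18 lower). By comparison, limma-voom called 0, DESeq2 called 55 entries higher (37 of them annotated miRNAs) and 1 lower, and edgeR's likelihood ratio test called 31 higher (23 annotated) and 0 lower. With the replicate number as a block, edgeR's quasi-likelihood test called 57 entries higher and 0 lower, 39 of them annotated miRNAs and 18 predicted arms, 9 of which had counts within 1% of an annotated miRNA, with 22 of the Fmr1-linked cluster, 6 of liver and gut endoderm and 5 of the miR-200 family among those higher. The block assumes that the numbers pair the libraries, which no source used here states. In that blocked fit by edgeR, the adjusted p was 0.00178 for miR-215-5p, 0.00255 for miR-215-3p, 0.000621 for miR-465a-5p, 0.00519 for miR-200b-3p, 0.00107 for miR-200a-5p, 0.0134 for miR-340-3p and 0.0118 for miR-708-3p. Without control 3 and without the block, it was 0.00610 for miR-215-5p, 0.0131 for miR-215-3p and miR-200b-3p, 0.0236 for miR-200a-5p and 0.0386 for miR-708-3p in edgeR. Control 3 was the control most like the abortion placentas, and leaving out any other single library gave 0 entries past the adjustment. Adjusted over the list alone in the fit without the block, 21 members of the Fmr1-linked cluster, 4 of liver and gut endoderm, 3 of the miR-200 family and 0 of the Dlk1-Dio3 and Sfmbt2 lists passed in edgeR. The Fmr1-linked, Dlk1-Dio3, miR-200 and endoderm lists were drawn up after Table S1 had been read, so neither their counts nor their p-values from camera are independent evidence.

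At an unadjusted p under 0.05 and a log2 fold change of at least 1 in size, the thresholds drawn in Fig. 1A, 78 entries were higher and 4 were lower. The 78 comprised 60 annotated miRNAs, 21 of them from the Fmr1-linked cluster, and 18 predicted arms, of which 9 had counts within 1% of an annotated miRNA. The lower entries were miR-124-5p (log2 fold change -1.37), miR-9-3p (-1.16) and 2 predicted arms, and miR-9-3p was picked out after its value was seen. With upper-quartile scaling, which moved the median log2 fold change of all entries by -0.26, 63 were higher and 41 lower. The count of higher entries was 30 without control 1, 42 without abortion 3 and 123 without control 3, and without both libraries numbered 3, a choice made after the data were seen, 82 higher and 9 lower entries (64 and 3 of them annotated) passed an adjusted p of 0.05 in edgeR.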

The results demonstrated that 133 miRNAs were upregulated, and 24 miRNAs were downregulated in the placental tissue of the abortion group than the normal group (Figs. 1A, 1B and Table S1). 

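The miR-381-3p count was 6165, 14949 and 21822 in the control placentas and 23510, 16616 and 51807 in the abortion placentas. After scaling, this was 1084, 1756 and 1998 CPM in the control group and 3043, 1887 and 5732 CPM in the abortion group. The means were 1613 ± 474 CPM and 3554 ± 1973 CPM (SD, n = 3 each), so that miR-381-3p was higher in the abortion group by a log2 fold change of 1.14 (standard error 0.45). A normal approximation gives a 95% interval of 0.25 to 2.03, which is too narrow for 3 placentas per group. The value of abortion 2 lay below that of control 3, and the groups overlapped (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest p that 3 placentas against 3 allow). This test takes no account of the replicate numbers, and within the pairs of the same number miR-381-3p was higher in the abortion placenta in 3 of 3. Number 2 differed little (1756 and 1887 CPM), and no source used here says that the numbers mark pairs. In edgeR's quasi-likelihood test, the unadjusted p was 0.0385 and the adjusted p was 0.301, so miR-381-3p met the thresholds of Fig. 1A and failed the adjustment. By abundance miR-381-3p ranked 45 among all entries, and by log2 fold change it ranked 79 among the 798 tested. The other arm of the hairpin, miR-381-5p, had 0, 0 and 1 counts in the control placentas and 0, 3 and 5 in the abortion placentas, too few to be tested. The unadjusted p of miR-381-3p from edgeR was over 0.05 with upper-quartile scaling (0.0812) and with library totals alone (0.0832). It was also over 0.05 without control 1 (0.140), without control 2 (0.0663), without abortion 1 (0.0560) and without abortion 3 (0.117). By contrast, it stayed under 0.05 without control 3 and without abortion 2, and the lowest value on leaving out 1 library was 0.0117. With the replicate number as a block, edgeR's quasi-likelihood test gave 0.0293. The unadjusted p from DESeq2, from limma-voom, from edgeR's likelihood ratio test and in the authors' table was under 0.05 too. In none of these settings did miR-381-3p pass the adjustment.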

Among the upregulated miRNAs, miR-381-3p bound to VEGFA with a higher binding score (Fig. 1C), according to multiple miRNA databases (StarBase, miRwalk, TargetScan, and miRTarBase) (Jiang et al., 2024; Zhao et al., 2025). This suggests that miR-381-3p may affect placental angiogenesis by regulating VEGFA. 

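The gene of miR-381-3p, Mir381, lies on the plus strand of chromosome 12 of GRCm38 from 109726822 to 109726896, inside the Dlk1-Dio3 cluster, a run of imprinted miRNAs expressed from the maternal chromosome. Of 83 tested members of this cluster, 77 were higher and 6 were lower in the abortion group, with a median log2 fold change of 0.66 (camera, adjusted p = 6.07e-13; adjusted p = 0.52 with an estimated correlation). This list was drawn up after Table S1 had been read, so its p-value from camera is not independent evidence. Without control 1 the median was 0.36. Of its members, 13 met the thresholds of Fig. 1A, and 10 had a larger log2 fold change than miR-381-3p. The abundant neighbor miR-127-3p was at 26870 ± 8701 CPM in the control group and 51450 ± 2142 CPM in the abortion group (SD, n = 3 each), a log2 fold change of 0.94 (standard error 0.36). A log2 fold change of 1.24 (standard error 0.30) was found for miR-136-5p and of 1.20 (standard error 0.30) for miR-485-5p, and for these 3 neighbors each abortion placenta lay above each control placenta. All 3 failed the adjustment in edgeR's quasi-likelihood test, with an adjusted p of 0.283 for miR-127-3p and of 0.243 for miR-136-5p and miR-485-5p. Of the 83 tested members, 32 had each abortion placenta above each control placenta, and a rule that named miR-136-5p and miR-485-5p asked for this. From the higher miR-381-3p in the abortion group and the binding to VEGFA predicted by the databases, the paper proposes that miR-381-3p may affect placental angiogenesis through VEGFA.

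**Figure D1:**
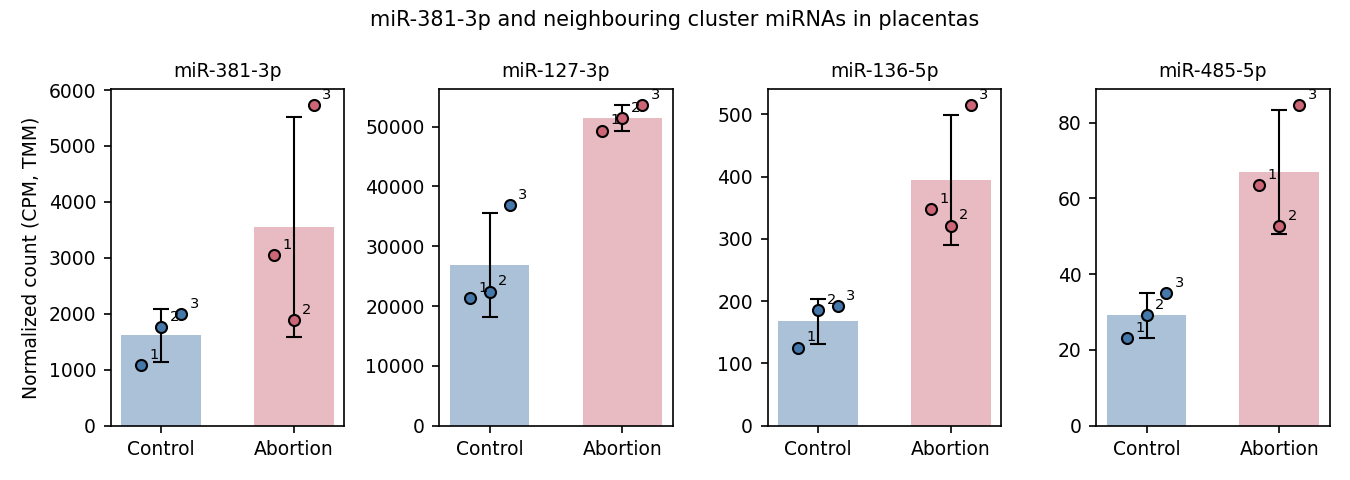
Normalized counts (CPM after TMM scaling, linear axis from 0) of miR-381-3p, miR-127-3p, miR-136-5p and miR-485-5p in control and abortion placentas. Bars are means, error bars are SD (n = 3 each) and points are single placentas with their replicate number. For miR-381-3p, abortion 2 (1887 CPM) lies within the range of the control placentas, while for the other miRNAs shown the groups do not overlap. Of the 83 tested members of the cluster, 32 had each abortion placenta above each control placenta. A rule that named miR-136-5p and miR-485-5p asked for this, so the miRNAs shown do not stand for the cluster.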

The miRNA-seq raw data were uploaded to the Gene Expression Omnibus Datasets (Accession: GSE286463).

**Figure 1:**
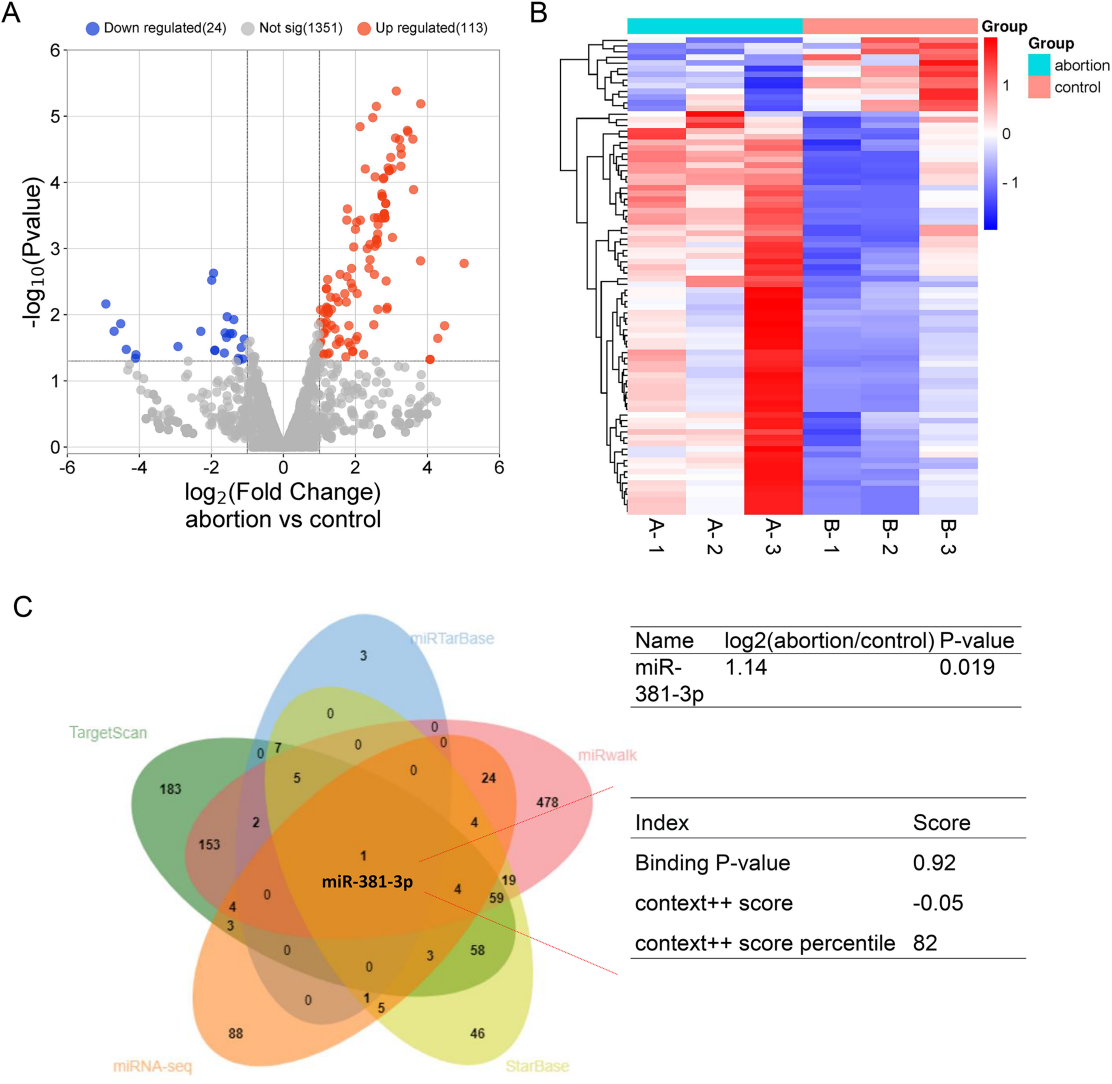
MiRNA expression profile in the placentas of the control and abortion mice and binding prediction of miRNAs and VEGFA. (A) Volcano plot assay. (C) Heatmap assay. (B) miRNA databases predicted the miRNAs binding to the VEGFA 3′ UTR.

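The control placentas differed from each other in the miRNA groups that separated control from abortion. Over the 22 miRNAs of the Fmr1-linked X cluster, the median deviation from the mean of all libraries was -1.58, -3.40 and 0.22 in control 1, 2 and 3 on the log2 scale, and 1.65, 0.77 and 2.39 in abortion 1, 2 and 3. For the liver and gut endoderm list it was -1.70, -2.55 and 0.28 in the control placentas, and 1.31, 0.81 and 1.51 in the abortion placentas. In the miR-200 family it was -1.49, -1.97 and -0.088 in the control placentas, and 1.30, 0.57 and 0.98 in the abortion placentas. The cluster of miR-322 and miR-503, on chromosome X from 53047997 to 53054349 in GRCm38, had all 13 members lower in the abortion group, with a median log2 fold change of -0.49 (camera, adjusted p = 0.00137; adjusted p = 0.52 with an estimated correlation). Within it miR-450b-5p had a log2 fold change of -0.68 (standard error 0.29) and miR-542-3p one of -0.93 (standard error 0.38), and both failed the adjustment. The let-7 family, with 17 of 19 members lower, had a median of -0.37 (camera, adjusted p = 0.00902; adjusted p = 0.55 with an estimated correlation). Abortion 3 had the lowest value of all libraries in both lists (-0.91 and -0.85). Without it the medians were -0.16 and -0.13 and neither list was called by camera (adjusted p = 0.0699 and 0.380), so the size of these differences depends on that placenta. The let-7 list was also not called by camera without control 1 (adjusted p = 0.127). Across all tested entries, the first principal component held 67.9% of the variance, with control 1 and 2 at -17.1 and -23.3, control 3 at 0.55 and the abortion placentas at 12.2, 5.55 and 22.2. Control 3 had correlations of 0.984, 0.990 and 0.957 with abortion 1, 2 and 3, and of 0.971 and 0.964 with control 1 and 2, across miRNAs, which are not independent replicates.

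**Figure D2:**
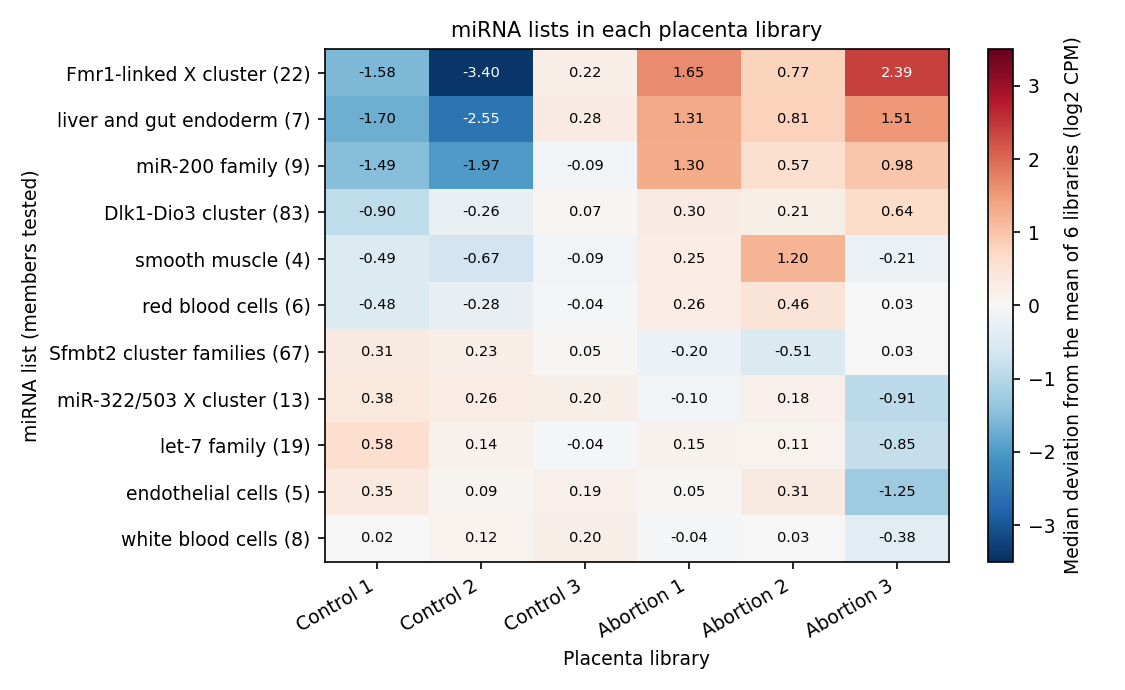
Median deviation of the tested members of each miRNA list from their mean over all 6 libraries (log2 CPM, color scale), with placenta libraries in columns, lists in lines and the number of tested members in parentheses. In the first 3 lists control 1 and 2 are lowest, at -1.49 or below, and control 3 lies between them and the abortion placentas.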

Subsequently, we examined whether miR-381-3p regulated angiogenesis *in vitro*. As presented in Fig. 2, miR-381-3p mimics significantly inhibited the migration of C166 cells (*P* < 0.001) (Figs. 2A–2C) and reduced branch points and capillary length during angiogenesis (*P* < 0.01) (Figs. 2A, 2D and 2E), compared with the NC group. However, miR-381-3p inhibitor revealed the opposite effect (Figs. 2C–2G). These findings demonstrated that miR-381-3p suppressed the migration and angiogenesis in C166 cells.

**Figure 2:**
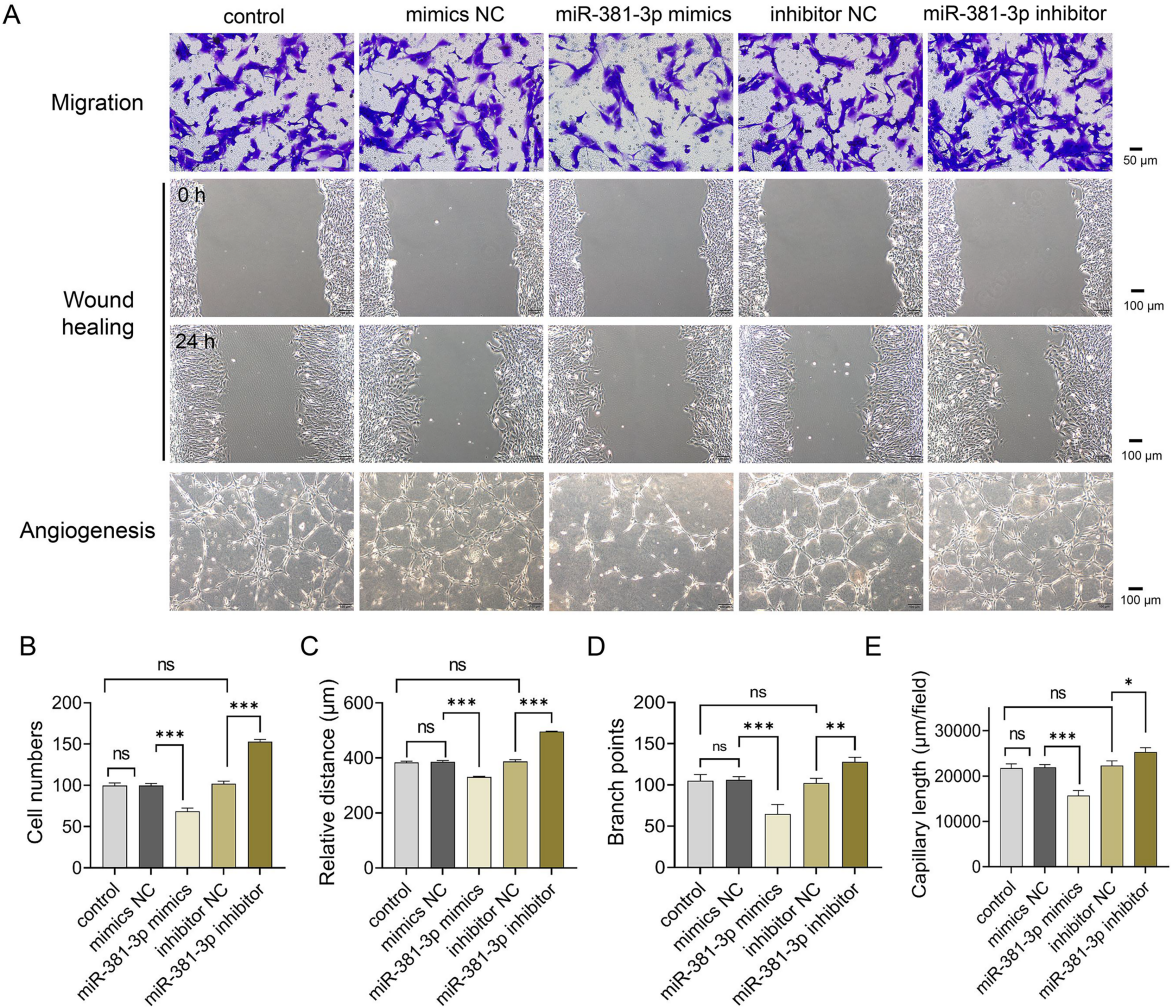
miR-381-3p inhibited migration and angiogenesis of C166 cells. (A) Migration and angiogenesis of C166 cells were measured using Transwell (magnification: 20×), wound healing (magnification: 10×), and tube formation (magnification: 10×) assays. (B) Migration number of C166 cells. (C) Migration distance of C166 cells. (D) Branch points in angiogenesis of C166 cells. (E) Capillary length in angiogenesis of C166 cells. Data are presented as mean ± SD (*n* = 3). *P < 0.05, **P < 0.01, and ***P < 0.001.

### miR-381-3p suppressed the activation of the VEGFA/NF- $\bf\kappa$B pathway

Activation of the VEGFA/NF-κB pathway is essential for angiogenesis (Lin et al., 2023; Mantsounga et al., 2022). In this study, miR-381-3p mimics significantly reduced *Vegfa* mRNA expression in C166 cells (*P* < 0.01), whereas miR-381-3p knockdown increased *Vegfa* mRNA expression (*P* < 0.001) (Figs. 3A and 3B). Notably, miR-381-3p mimics inhibited the expression levels of the VEGFA and p-p65 proteins (Fig. 3C). These findings indicated that miR-381-3p may inhibit angiogenesis in C166 cells by regulating the activation of the VEGFA/NF-κB pathway.

**Figure 3:**
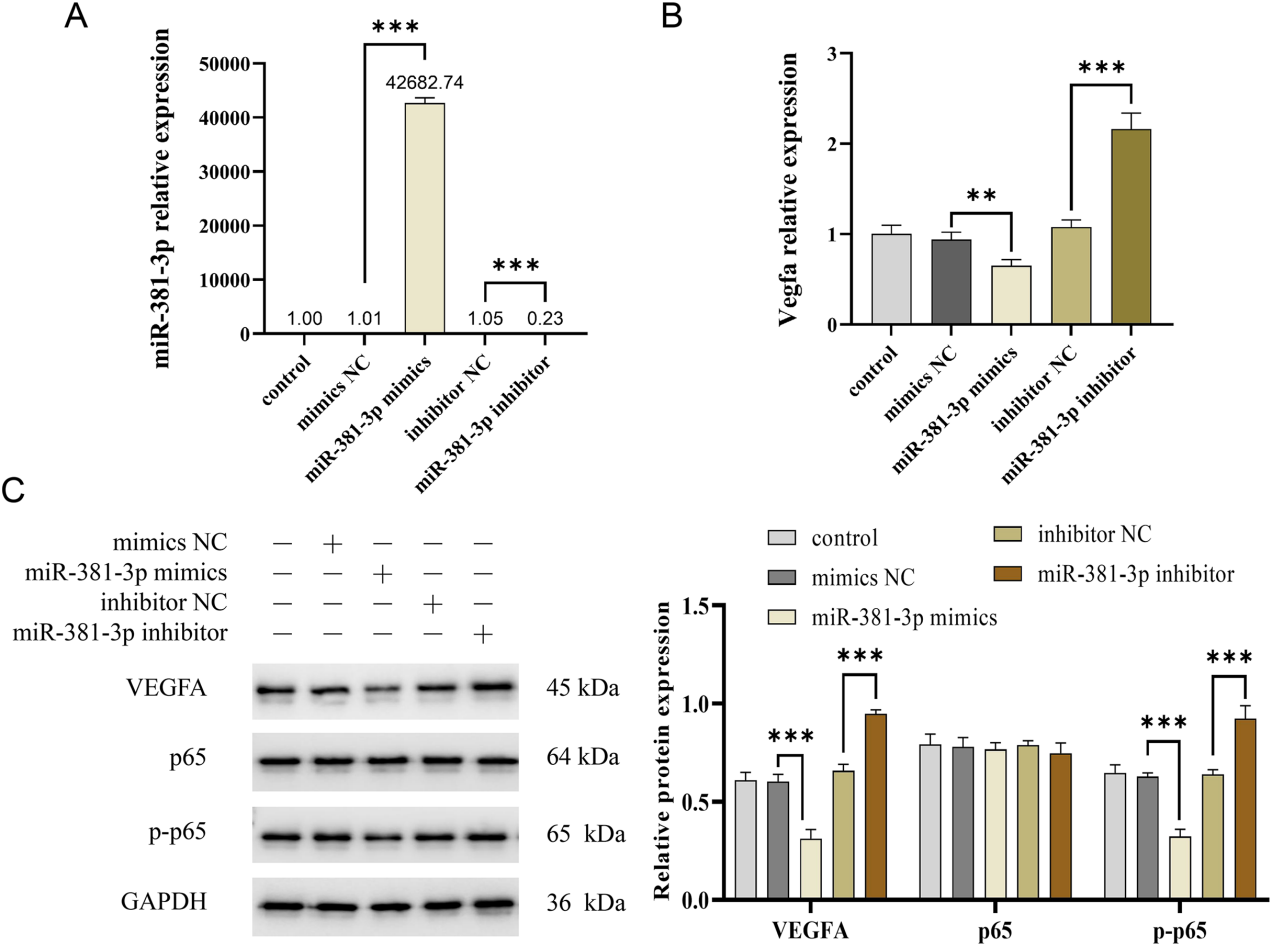
miR-381-3p inhibited the activation of VEGFA/NF-κB pathway. (A) miR-381-3p expression was measured using RT-qPCR. (B) The *Vegfa* mRNA expression levels were detected using RT-qPCR. (C) The protein levels of the VEGFA, p65, and p-p65 were analyzed using western blotting. The full-length gels and blots of the proteins are included in Fig. S1. Data are presented as mean ± SD (*n* = 3). **P < 0.01 and ***P < 0.001.

### miR-381-3p suppressed the migration and angiogenesis of C166 cells through targeting VEGFA

As presented in Fig. 4A, a dual-luciferase reporter system was used to identify the binding of miR-381-3p and VEGFA 3′ UTR. The results demonstrated that miR-381-3p mimics significantly decreased the relative fluorescence activity in the VEGFA-WT group but had no effect on the fluorescence activity in the VEGFA-MUT group (Fig. 4A). Subsequently, three siRNA sequences of VEGFA were constructed. RT-qPCR verification revealed that VEGFA siRNA#2 most significantly decreased *Vegfa* mRNA expression (Fig. 4B). As a result, VEGFA siRNA#2 was used to silence *Vegfa* mRNA expression. VEGFA silence reversed the effect of the miR-381-3p inhibitor on C166 cell migration and angiogenesis. These results revealed that miR-381-3p inhibited the migration and angiogenesis of C166 cells by targeting VEGFA.

**Figure 4:**
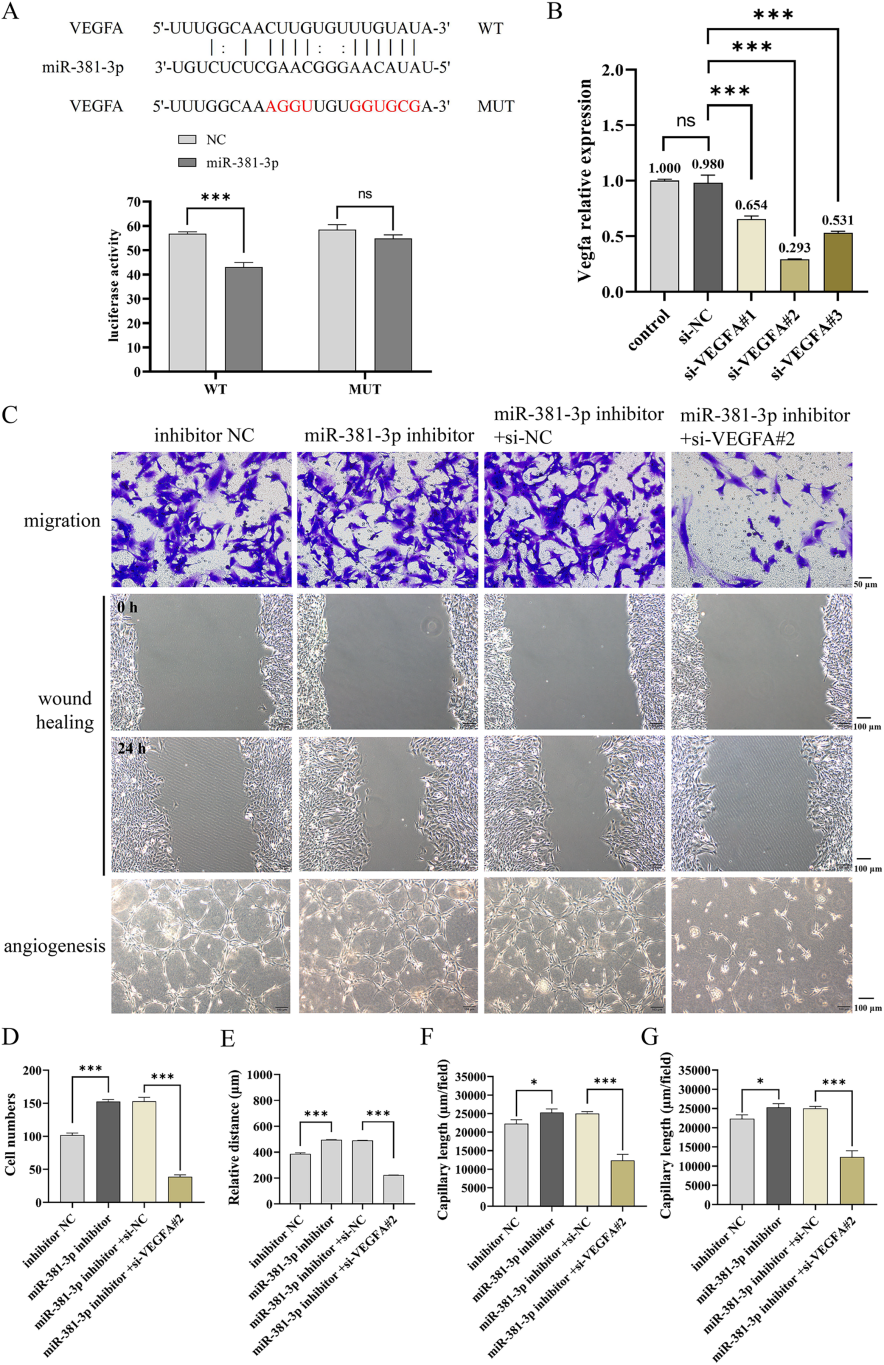
Effect of miR-381-3p on the migration and angiogenesis of C166 cells *via* targeting VEGFA. (A) The dual-luciferase reporter system was used to verify the binding of miR-381-3p to VEGFA 3' UTR. (B) The interference efficiency of the VEGFA siRNA was detected by RT-qPCR. (C) Migration and angiogenesis of C166 cells were measured using Transwell (magnification: 20×), wound healing (magnification: 10×), and tube formation (magnification: 10×) assays. (D) Migration number of C166 cells. (E) Migration distance of C166 cells. (F) Branch points in angiogenesis of C166 cells. (G) Capillary length in the angiogenesis of C166 cells. Data are presented as mean ± SD (*n* = 3). *P < 0.05 and ***P < 0.001.

### miR-381-3p knockdown partially rescued abortion by regulating vascular remodeling, inflammation, and RSA-related factors

To explore the role of miR-381-3p in the placenta and fetus in the abortion mouse model, AAV-mediated shmiR-381-3p was constructed and injected intraperitoneally into pregnant mice to achieve miR-381-3p knockdown. In the control group, the placenta and fetus were intact; however, the abortion mice had fetal deformities and lower weights of the placenta and fetus (Fig. 5A). miR-381-3p knockdown improved the fetal status of the abortion model, including observable limbs and increased weight of placenta and fetus, compared with the abortion group (Fig. 5A). Moreover, CD31 positive expression in the abortion group was significantly lower than that in the control group (*P* < 0.01), while CD31 expression in the abortion+shmiR-381-3p group was significantly higher than that in the abortion group (*P* < 0.05) (Fig. 5B), suggesting that miR-381-3p knockdown may promote angiogenesis in the placenta to improve ischemic/anoxic state of the placenta in the abortion mice. HE staining results revealed that the decidual cells were abundant, with scattered inflammatory cells; the vascular structure was normal, and trophoblast cells were visible without vascular necrosis. In the abortion group, the decidual cells decreased, and the blood vessel wall thickened, accompanied by vascular necrosis. In the abortion+shmiR-381-3p group, the decidual cells were abundant, and vascular thickening or necrosis was not observed (Fig. 5C).

**Figure 5:**
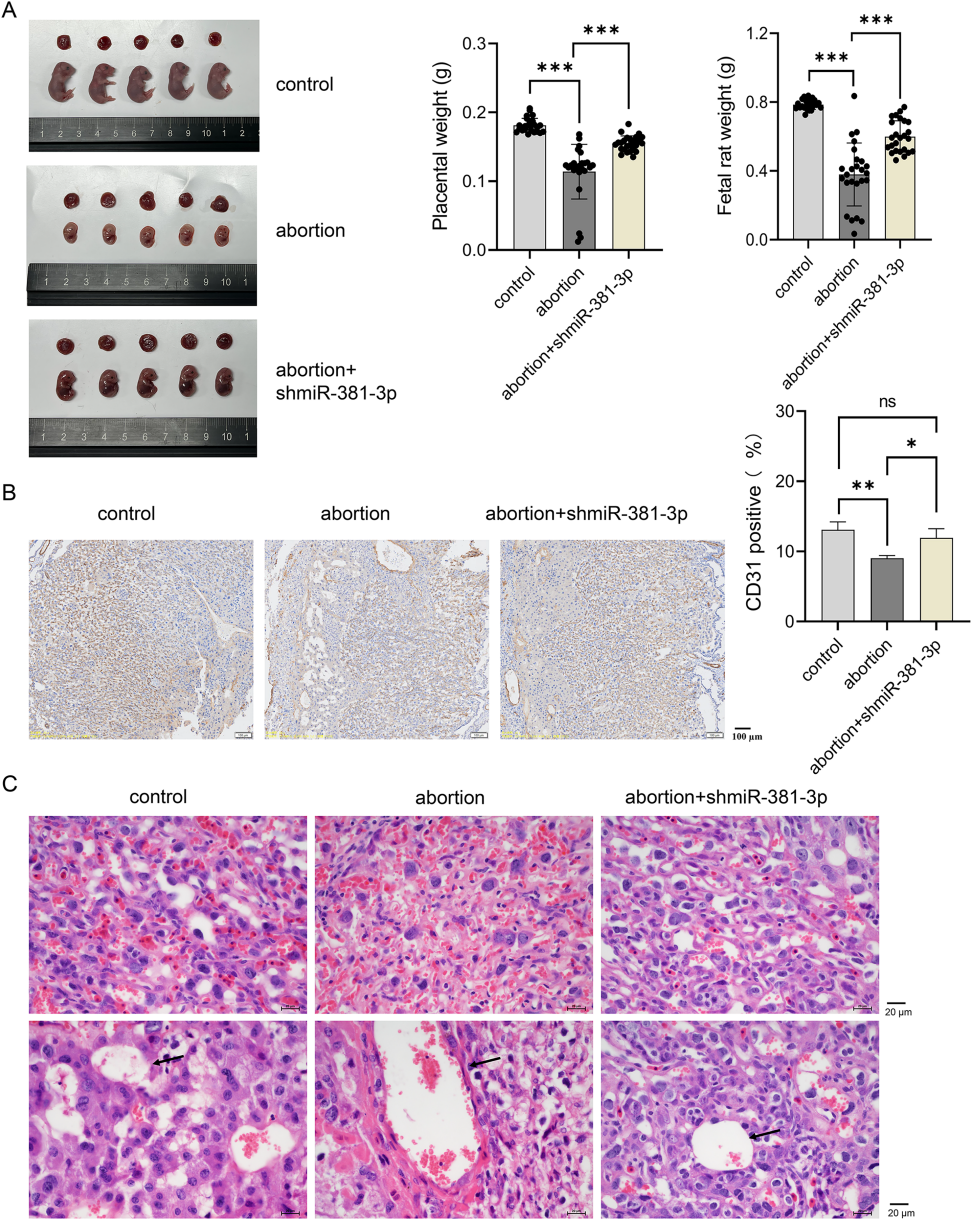
miR-381-3p knockdown partially alleviates spontaneous abortion in mice. (A) Representative images of the placenta and fetus in each group were presented, and the weights of the placenta and fetus were measured (*n* = 5). (B) The CD31 expression was analyzed using IHC staining (*n* = 3). Magnification: 10×. (C) Morphological changes in the placentas were observed by HE staining (*n* = 3). Magnification: 40×. ns *P* > 0.05, *P < 0.05, **P < 0.01, and ***P < 0.001.

Compared with the control group, the expression level of *Vegfa* mRNA decreased significantly in the abortion group (*P* < 0.001), whereas miR-381-3p knockdown reversed this result (Fig. 6A). The expression levels of VEGFA and p-p65 proteins decreased significantly in the abortion group compared with the control group (*P* < 0.01), while miR-381-3p knockdown increased the expression levels of VEGFA and p-p65 proteins than the abortion group. The levels of IL-10, ANX-V, and MTHFR in the abortion group were significantly lower than those in the control group (*P* < 0.001), whereas miR-381-3p knockdown significantly increased the levels of the above three factors, compared with the abortion group (*P* < 0.01) (Figs. 6C–6E). TNF-α and HCY levels revealed opposite results (Figs. 6F and 6G). Elevated HCY level induces endothelial cell damage to increase uterine artery resistance in the non-pregnant state, which leads to an increased risk of RSA (Yang et al., 2023). ANX-V can maintain a normal pregnancy by preventing blood clotting and may play a beneficial role in RSA (Murad et al., 2023). Furthermore, the inactivation or absence of MTHFR leads to HCY accumulation, increasing the risk of RSA (Lei et al., 2024; Zhang, Fu & Wei, 2021). These findings suggest that miR-381-3p knockdown can rescue abortion by promoting angiogenesis, inhibiting inflammation, and regulating RSA-related factors.

**Figure 6:**
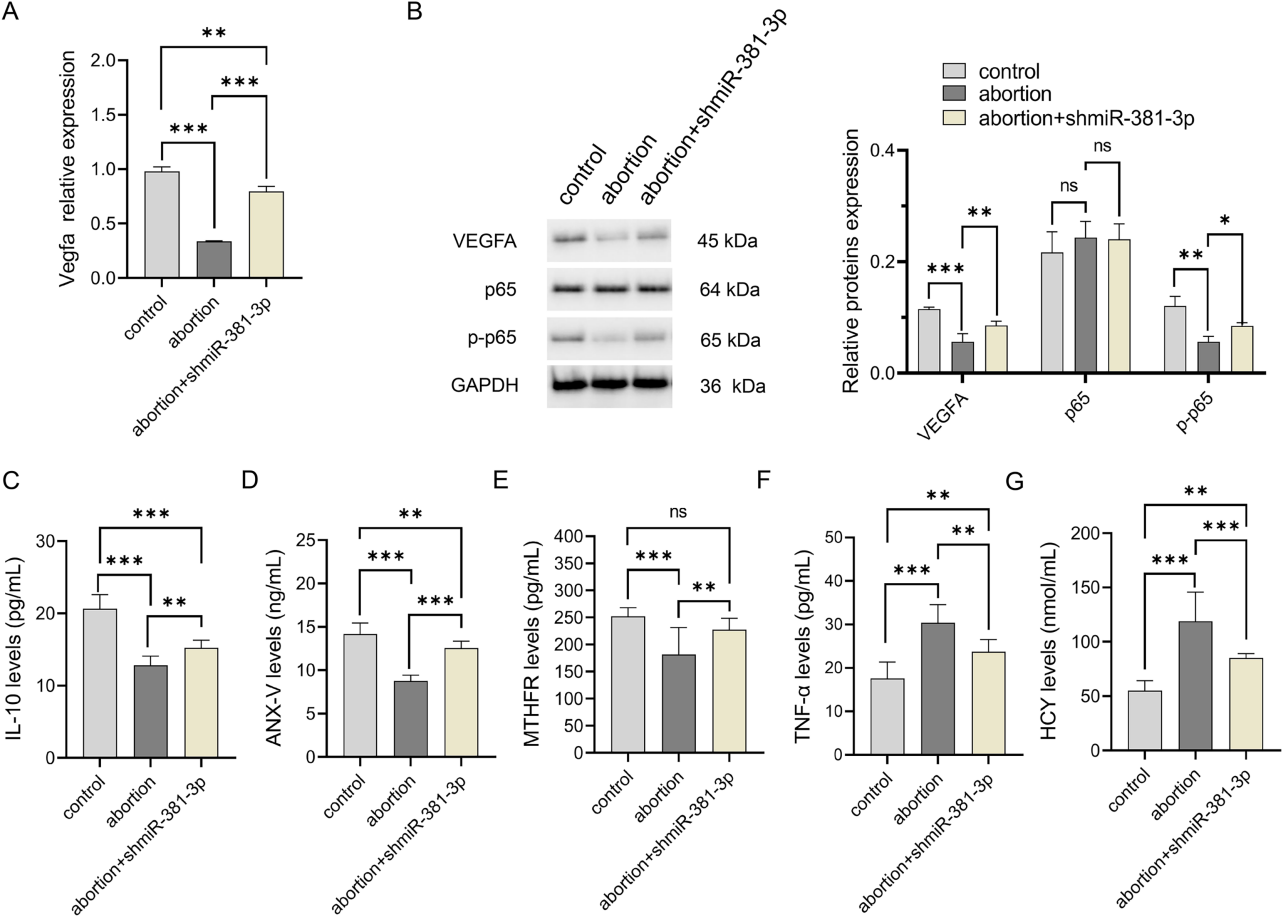
miR-381-3p knockdown improved inflammation in the abortion mouse model. (A) The expressions of the *Vegfa* mRNA were detected by RT-qPCR. (B) The protein expressions of the VEGFA, p65, and p-p65 were analyzed using western blotting. The full-length gels and blots of the proteins are included in Fig. S2. (C–G) ELISA was used to detect the levels of inflammatory and abortion-related factors. Data are presented as mean ± SD (*n* = 3). *P < 0.05, **P < 0.01, and ***P < 0.001.

## Discussion

RSA is the most common pregnancy-related complication and affects 1–5% of reproductive-age women (Mou et al., 2022; Sonehara et al., 2024). There is increasing evidence that angiogenesis is critical for establishing a successful pregnancy (Liu et al., 2022; Murata, Tanaka & Okada, 2022; Sandovici et al., 2022). Dysfunctional endothelial cells cause the placenta to be in a state of hypoxia/ischemia (Tan et al., 2024), increasing the abortion risk. In our study, miR-381-3p was highly expressed in the placental tissue of the abortion mouse model and bound to VEGFA. miR-381-3p overexpression inhibited C166 cell migration and angiogenesis by targeting the VEGFA/NF-κB pathway, whereas miR-381-3p knockdown had the opposite effect. VEGFA siRNA reversed the positive effect of miR-381-3p knockdown on the angiogenesis of C166 cells. An *in vivo* experiment further demonstrated that miR-381-3p knockdown rescued abortion *via* regulating vascular remodeling and inflammation.

RSA has always been a problem worldwide, with nearly 50% of patients unable to identify the cause. The known causes mainly include endocrine, genetic disorders, autoimmune diseases, and anatomical abnormalities (Davalieva, Kocarev & Plaseska-Karanfilska, 2025; Han et al., 2025). Many studies have confirmed that miRNAs are involved in the RSA process (Xiong et al., 2024; Zhao et al., 2022). miRNAs regulate multiple biological functions, such as cell differentiation, development, proliferation, and apoptosis, by degrading target genes or inhibiting their protein translation (Diener, Keller & Meese, 2024; Saliminejad et al., 2019). Recently, miRNA has gradually become the “star molecule” in the diagnosis and treatment of pregnancy syndrome (Jaszczuk et al., 2022; Liang et al., 2023; Mavreli, Papantoniou & Kolialexi, 2018; Srivastava et al., 2022). During pregnancy, placental trophoblasts produce numerous miRNAs (Liang et al., 2023). These miRNAs have unique communication patterns between the mother, placenta, and fetus and regulate trophoblastic functions in multiple aspects, including proliferation, invasion, and metabolism (Hemmatzadeh et al., 2020; Liang et al., 2023; Lip et al., 2020). In this study, miR-381-3p knockdown was beneficial in promoting angiogenesis *in vivo* and *in vitro*, maintaining placental and fetal integrity in the abortion mice, and inhibiting inflammatory response and production of abortion-related indicators, indicating that miR-381-3p may contribute to the pathogenesis of RSA.

Recent evidence has suggested that VEGFA dysregulation is a crucial factor in RSA (Krog et al., 2024; Liao et al., 2024). VEGFA expression was negatively correlated with fetal growth restriction (Pei et al., 2022). VEGFA, a multifunctional factor, regulates endothelial cell proliferation and migration, angiogenesis, and vascular permeability (Apte, Chen & Ferrara, 2019; Shaw et al., 2024). VEGFA levels increase during the middle luteal phase (Sugino et al., 2002), suggesting that VEGFA is a potential predictor of successful embryo implantation (Alves, Dias & Silvestre, 2023). Contrarily, VEGFA deficiency leads to adverse events during pregnancy (Hannan et al., 2011). Blocking the VEGFA signaling pathway has been demonstrated to lead to decreased detachment of vascular endothelial cells, arrest of embryonic development, and preterm birth (Shi et al., 2023; Smithmyer et al., 2021; Wada et al., 2013).

It has been reported that the VEGFA expression decreases in the endometrial tissue of patients with idiopathic recurrent abortion during the peri-implantation period, which may be related to the downregulation of angiogenic cytokines, including IL-2, IL-6, and IL-8 (Banerjee et al., 2013). Similarly, VEGFA expression levels are low in the endometrium during the middle luteal phase in women with RSA (Sadekova et al., 2015). VEGFA also contributes to embryo implantation by stimulating endometrial angiogenesis (Guo et al., 2021). In our study, miR-381-3p suppressed C166 cell migration and angiogenesis by targeting VEGFA. Notably, miR-381-3p knockdown can promote placental vascular remodeling to improve abortion *via* increased VEGFA expression and reduced inflammation. Interestingly, we found that miR-381-3p knockdown activated the NF-κB pathway, regulated the expression of RSA-related indicators, and improved placental damage in the abortion mice. It is generally believed that NF-κB pathway activation promotes inflammation (Cornice et al., 2024; Yu et al., 2020), but some studies have suggested that NF-κB pathway is vital for neovascularization (Lin et al., 2023; Mantsounga et al., 2022). Consequently, NF-κB pathway activation regulated by miR-381-3p may mediate angiogenesis rather than inflammation; however, the specific reasons for this need to be further explored.

In conclusion, the study confirmed that miR-381-3p regulated the angiogenesis of C166 cells by targeting the VEGFA/NF-κB pathway. miR-381-3p knockdown had a protective effect on the abortion mice, such as promoting placental tissue angiogenesis, maintaining fetal mouse integrity, inhibiting inflammation, and regulating abortion-related indices (Fig. 7), suggesting that miR-381-3p can be used as a new therapeutic target for RSA. However, this study only verified the effect of miR-381-3p on abortion *in vitro* and *in vivo*, and the validity of the findings was limited by a small sample size. The effect of miR-381-3p on the prevention, diagnosis, and treatment of RSA in the clinic requires further research. Furthermore, there is a lack of studies on the interaction between miR-381-3p and VEGFA *in vivo*. In the future, we will expand the replication of results in animal models, human placental samples, or primary cell cultures to validate the findings further and focus on the deeper mechanism of miR-381-3p targeting VEGFA to control RSA.

**Figure 7:**
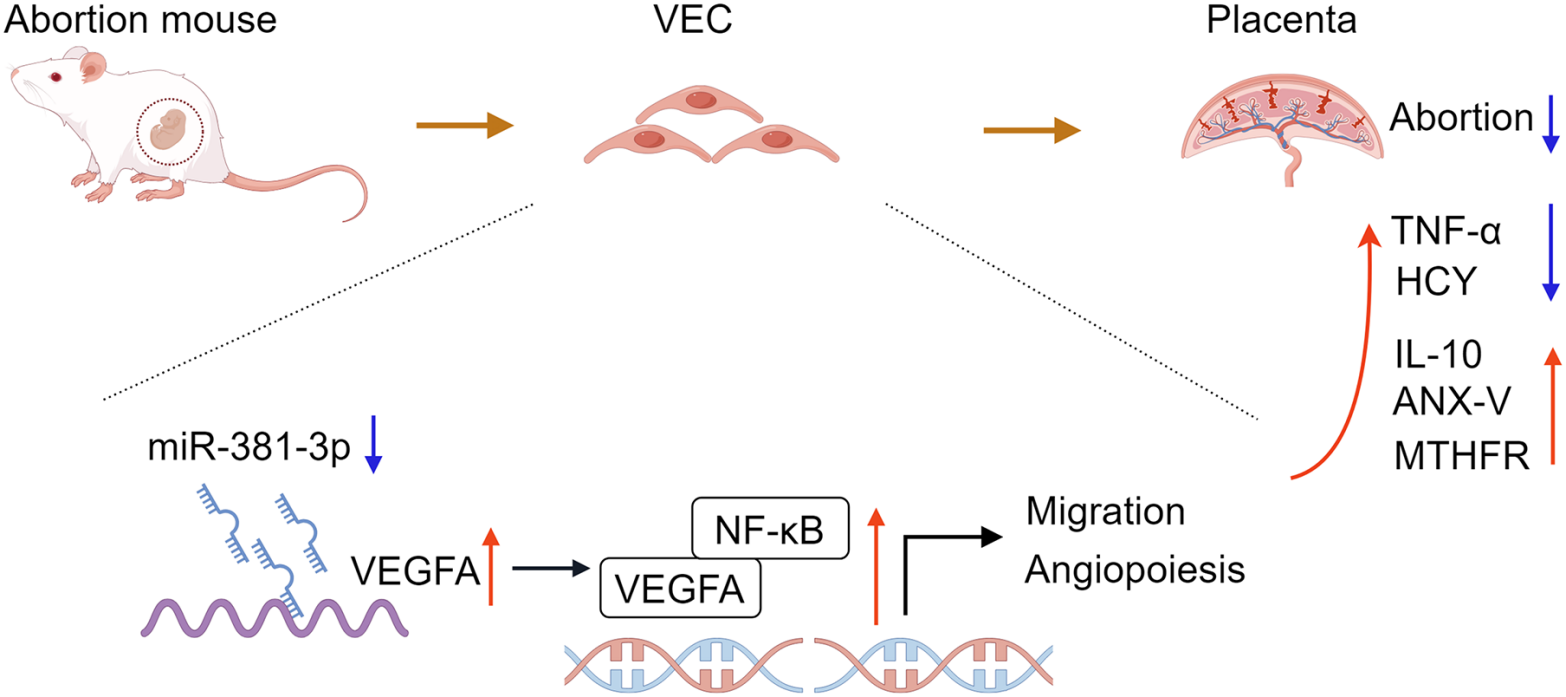
Molecular pattern of miR-381-3p contribution in mouse spontaneous abortion *via* targeting VEGFA. VEC, vascular endothelial cell; TNF-α, tumor necrosis factor-α; IL-10, interleukin-10; HCY, homocysteine; ANX-V, annexin V; MTHFR, 5,10-methylenetetrahydrofolate reductase. The pattern was created using FigDraw.

## Supplemental Information

10.7717/peerj.19568/supp-1 Supplemental Information 1 Tube formation assay of C166 cells in Figure 2A and Figure 4C.

10.7717/peerj.19568/supp-2 Supplemental Information 2 Wound healing analysis of C166 cells migration in Figure 2A and Figure 4C.

10.7717/peerj.19568/supp-3 Supplemental Information 3 Transwell analysis of C166 cells migration in Figure 2A and Figure 4C.

10.7717/peerj.19568/supp-4 Supplemental Information 4 RT-qPCR analysis of miR-381-3p expression levels in C166 cells after miR-381-3p mimics or inhibitor.

10.7717/peerj.19568/supp-5 Supplemental Information 5 RT-qPCR analysis of VEGFA mRNA expression in C166 cells after miR-381-3p mimics or inhibitor.

10.7717/peerj.19568/supp-6 Supplemental Information 6 The full-length uncropped gels/blots of VEGFA, p65, and p-p65 protein expressions in C166 cells.

10.7717/peerj.19568/supp-7 Supplemental Information 7 VEGFA mRNA expression in C166 cells after VEGFA siRNA.

10.7717/peerj.19568/supp-8 Supplemental Information 8 Original picture of placenta and fetus in Figure 5 A.

10.7717/peerj.19568/supp-9 Supplemental Information 9 VEGFA mRNA expression in the placentas.

10.7717/peerj.19568/supp-10 Supplemental Information 10 The full-length uncropped gels/blots of VEGFA, p65, and p-p65 protein expressions in the placentas.

10.7717/peerj.19568/supp-11 Supplemental Information 11 MIQE checklist.

10.7717/peerj.19568/supp-12 Supplemental Information 12 Author Checklist.

10.7717/peerj.19568/supp-13 Supplemental Information 13 Supplementary materials.

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability:

The raw measurements are available in the Supplemental Files.

# Supplementary material for: miR-381-3p contribution in mouse spontaneous abortion via targeting VEGFA
**Source:** PeerJ. 2025 Jun 24;13:e19568. doi: 10.7717/peerj.19568
**Supplement:** Supplemental Information 4

U6 (94bp)

Forward：CTCGCTTCGGCAGCACA

Reverse：AACGCTTCACGAATTTGCGT

# Supplementary material for: miR-381-3p contribution in mouse spontaneous abortion via targeting VEGFA
**Source:** PeerJ. 2025 Jun 24;13:e19568. doi: 10.7717/peerj.19568
**Supplement:** Supplemental Information 5

**Main reagents and instruments**

TRIzol（Cat. 15596-026, Invitrogen, USA）; Chloroform (Nanjing Chemical Reagent Co., Ltd., Nanjing, China); isopropyl alcohol (Nanjing Chemical Reagent Co., Ltd.); absolute ethyl alcohol (Nanjing Chemical Reagent Co., Ltd.); DEPC Water (Cat. KGF2201, Jiangsu KeyGEN Biotechnology Co., Ltd., China); PrimeScript^TM^ RT Mix (Cat. RR036B, TaKaRa); SYBR Green qPCR Mix (Cat. RR820A, TaKaRa).

Ultraviolet-visible spectrophotometer (UV-2450, SHIMADZU); Veriti 96 well Thermal cycler PCR system (ABI, USA); 7500 Real time-PCR system (ABI).

**RNA extraction**

Total RNA was extracted using TRIzol Reagent (Invitrogen, USA) according to the manufacturer’s instructions.

**Determination of** **RNA concentration and purity**

Total RNA concentration and purity were measured by ultraviolet-visible spectrophotometer (UV-2450, SHIMADZU). The optical density (OD) was presented at 260 nm and 280 nm. RNA concentration = OD_260_ × dilution folds × 0.04 μg/μL. OD_260_/OD_280_ in the range of 1.8-2.1 was considered as high purity RNA.

**RT-qPCR reaction system**

| Composition | Volume (μL) |
| --- | --- |
| 2**×** Realltime PCR Master Mix(SYBR Green) | 10 |
| cDNA (10 x dilution) | 1 |
| Forward primer (10 μM) | 1 |
| Reverse primer (10 μM) | 1 |
| RNase-free water | 7 |

# Supplementary material for: miR-381-3p contribution in mouse spontaneous abortion via targeting VEGFA
**Source:** PeerJ. 2025 Jun 24;13:e19568. doi: 10.7717/peerj.19568
**Supplement:** Supplemental Information 13

**Table S1.** Differential miRNA in the placentas of aborted mice based on high-throughput sequencing

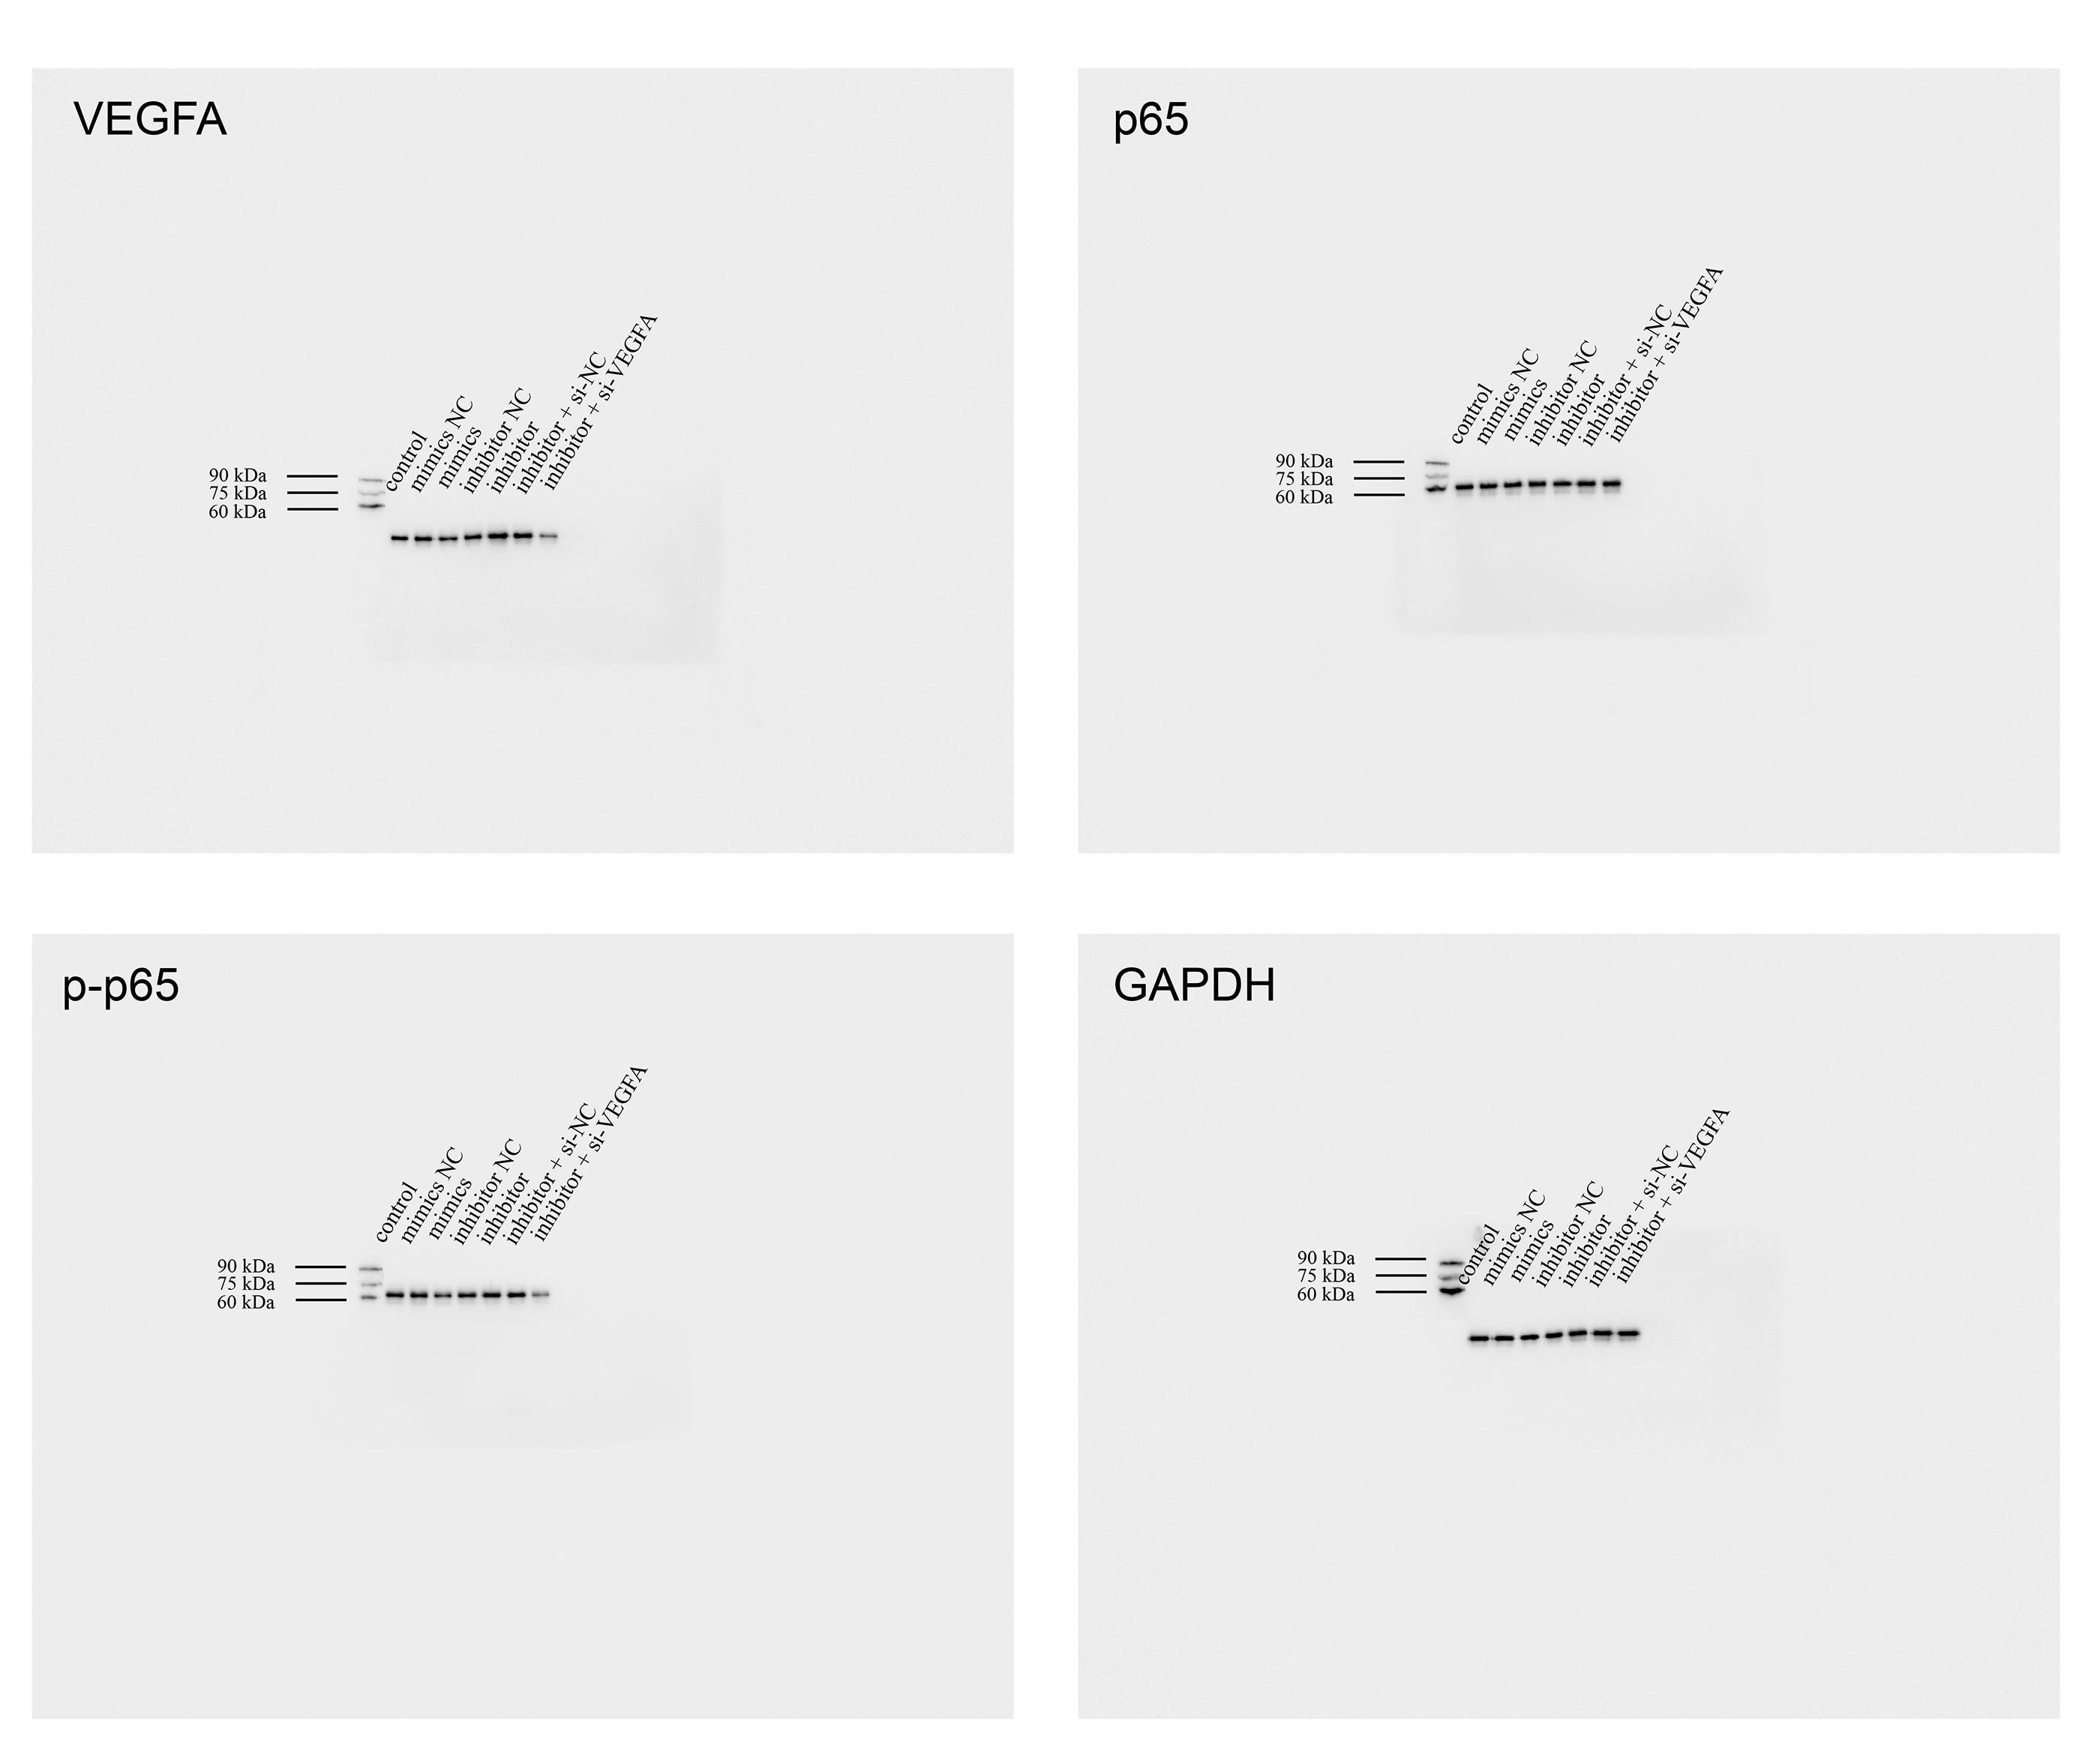

**Figure S1** The full-length gels and blots of the proteins in Figure 3C.

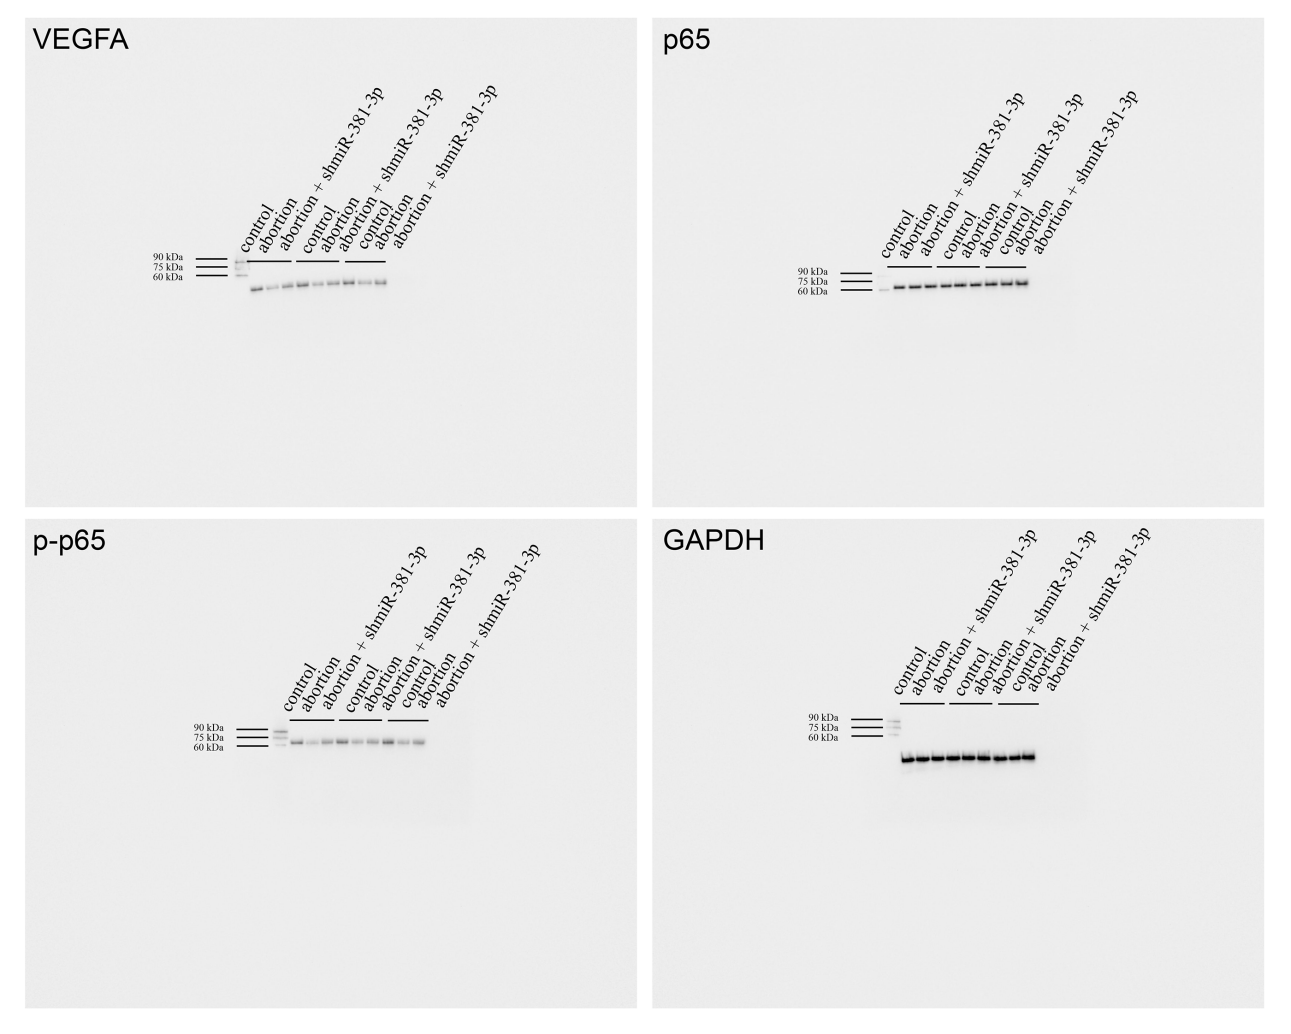

**Figure S2** The full-length gels and blots of the proteins in Figure 6B.

How the deposited data were processed for this re-analysis (not part of the article)

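MicroRNA was measured by sequencing in 3 placentas of control mice and 3 placentas of mice given beta2-glycoprotein I, collected on day 15 of pregnancy. The authors deposited a table with the raw count of each mature miRNA arm in each library, the counts scaled by 1 number per library (a signal proportional to the share of that number), their own log2 fold change, the fold as a ratio, and an unadjusted p-value. The submitters' processing notes list bcl2fastq, FastQC, cutadapt 1.7.1, Bowtie 1.1.1, edgeR and limma and the build mm10, with no role or order. The paper's statistics section gives a one-way analysis of variance in SPSS for its data in general, and names no test or threshold for the miRNA-seq. Whether the authors counted reads or unique molecular identifiers is not given in the sources used here. The whole numbers by which the authors divided their counts are smaller than the total counts, which exceed them by 1.33 to 1.40 times. The authors' fold changes and p-values were used for comparison alone, and 24 further per-sample columns, in the lists of higher and lower miRNAs, were not used.

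The table had 1929 lines, of which 1 repeated a name, and the 1928 entries left were analysed from the raw counts. Of these, 647 shared identical counts with another entry, among them many with few counts. The depth was 7499178 to 8487304 counts per control library and 8175096 to 9045429 per abortion library, and the 10 most abundant miRNAs took 59.0% to 71.0% of the counts. At this depth counting error is small for the abundant miRNAs, and the 6 placentas limit the precision: the biological coefficient of variation estimated by edgeR was 0.376. No pair of libraries of 1 group had counts within sampling noise (chi-square per degree of freedom at least 388), so each library was counted as 1 replicate.

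Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr by group, glmQLFit and glmQLFTest), with limma 3.58.1 for the list tests and DESeq2 1.42.0 as an alternative. All 6 libraries entered 1 fit with the condition alone. P-values were adjusted by the Benjamini-Hochberg method over the 798 entries tested, of which 623 were annotated and 175 predicted. Calls are given at an adjusted p under 0.05, and also at an unadjusted p under 0.05 with a log2 fold change of at least 1 in size, which are the lines in Fig. 1A. The fit was tested on simulated counts of 775 entries with 200 changed: of those changed 4-fold it recovered 91.9%, of those changed 2-fold 23.2%, it called 4 unchanged entries, and with nothing changed it called 0. The simulated entries varied independently around a dispersion trend, with no differences between placentas shared across miRNAs. These shares therefore do not measure what the real data allow: of 22 tested Fmr1-linked miRNAs, with a median log2 fold change of 2.68, 0 passed the adjusted p.

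The design, the alternatives, 16 miRNA lists and the rule for naming miRNAs were set before the data were examined, although Table S1 and Fig. 1 had been read. The lists are the Fmr1-linked X cluster, the Dlk1-Dio3 cluster, the Sfmbt2 cluster families, the X cluster of miR-322 and miR-503, the miR-200 family, liver and gut endoderm, the miR-17/92 clusters, endothelial cells, smooth muscle, red blood cells, white blood cells, striated muscle, neural tissue, pluripotent cells, angiogenesis and the let-7 family. They were tested by camera with its preset correlation of 0.01 where at least 3 members were tested, and again by camera with an estimated correlation and by fry. The miRNAs named are those the paper names, up to 8 per direction whose 3 abortion values all lay on 1 side of the control values, with a mean of at least 10 CPM and at most 2 from any list (by size where past the adjusted p, and otherwise by the smallest unadjusted p under 0.05), the 5 most abundant, and for each list the 2 members with the smallest p. No miRNA passed the adjusted p, so the second way of ranking was used, and 8 higher and 5 lower miRNAs met it.

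The libraries carry replicate numbers 1 to 3 in both groups. Deviations from the group means correlated between same-numbered libraries at 0.24, 0.24 and 0.23, and below 0 between all others. Deviations within a group sum to 0, so values above 0 for 1 matching push the others below 0, and those add no evidence. With 3 libraries per group, the shared numbers can be the best matching without any pairing. That the numbers pair the libraries is therefore an assumption, and a fit with the number as a block was set beside the fit without it. The pairing comes from the shared numbers in the labels and from these correlations, not from a statement that a number marks a shared litter or batch. The other alternatives were DESeq2, limma-voom, edgeR's likelihood ratio test, RLE and upper-quartile factors, library totals alone, no filter on low counts, at least 10 counts in every library, annotated miRNAs alone, identical entries counted once, and leaving out each library in turn. Chosen after the data were seen were edgeR's exact test, the authors' divisors as library sizes, the authors' p-values over the tested entries, and leaving out each replicate number from both groups.

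The Vegfa site was located in the GENCODE M21 annotation and transcripts of GRCm38, the assembly also called mm10, and cluster positions were taken from RefSeq genes of GRCm38.p6. For the Fmr1-linked cluster 18 of 20 hairpin names had a position, for the cluster of miR-322 and miR-503 5 of 6 and for the Dlk1-Dio3 cluster 55 of 56, of which 54 were on chromosome 12. Experiments on C166 cells and on mice given adeno-associated virus were not analysed here.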

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

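The tests of explanations in this part, and the comparison with other splits of the samples, were all chosen after the results were seen, while the list tests were planned. The paper's text discusses none of the following lists as a group, and camera called each higher in the abortion group than in the control group: the Fmr1-linked X cluster (median log2 fold change 2.68), liver and gut endoderm (2.14), the miR-200 family (1.73), smooth muscle (0.93), the Dlk1-Dio3 cluster (0.66) and red blood cells (0.48). With an estimated correlation, or by fry, camera's calls did not hold for any of them.

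The first pattern is the joint higher level of the Fmr1-linked X cluster, liver and gut endoderm and miR-200 lists. A lower share of trophoblast alone would raise markers of every other cell type alike, and these markers moved apart. The endothelial list had a median log2 fold change of -0.27 (0.089 without abortion 3) and the white blood cell list one of -0.19, with quartile ranges below that of the endoderm list. Smooth muscle (0.93), red blood cells (0.48) and the lower Sfmbt2 families of trophoblast (-0.41) go with such a loss. The endothelial list has 5 tested miRNAs, and its mean summed level was higher in the abortion group (9211 against 8106 CPM). The paper also reports less CD31 in abortion placentas of another experiment, and fewer endothelial cells could hide a rise of their markers. How much of the pattern a loss of trophoblast accounts for is therefore not settled. Scaling does not account for the pattern, since the lowest median under any other scaling was 1.49, for the miR-200 family, against 1.73. More endoderm or other epithelium in the abortion samples stays open: miR-141-3p had a log2 fold change of 0.64 and miR-200c-3p one of 0.21 (-0.063 with upper-quartile factors), far below the median of the endoderm list, but trophoblast expresses both, and a high baseline can hide a rise. An effect of the treatment on these placentas is also open and untested, and the lists were drawn up after Table S1 had been read.

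The second pattern is the excess of higher over lower miRNAs at the thresholds of Fig. 1A, 95.1% of the calls. The share over annotated miRNAs alone was 93.5%, which argues against predicted arms that repeat annotated miRNAs as the cause. It fell to 60.6% with upper-quartile scaling (63 higher and 41 lower), and was 91.6% with RLE factors and 96.5% with library totals alone, so 1 of these 3 scalings moved it by over 10 percentage points. With the scaling unchanged it was also lower by over 10 points without control 1 (69.8%), abortion 3 (76.4%) or abortion 2 (79.8%), without both libraries of a number (71.4% to 84.6%) and with no filter (81.9%). The share may therefore depend on the scaling, the libraries and the filter alike. The count of higher entries itself rose with no filter (104), without abortion 2 (87) and without both libraries numbered 3 (110). It fell without control 1 (30), without abortion 3 (42) and without both libraries numbered 1 (20) or 2 (76).

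The third pattern is control 3, which lay nearer to abortion 1 and 2 (correlations of 0.984 and 0.990 across miRNAs) than to control 1 and 2 (0.971 and 0.964), but farthest from abortion 3 (0.957). A swap with an abortion library would leave an abortion library among control 1 and 2, but the lowest abortion library over the Fmr1-linked X cluster was at 0.77, against -1.58 for the higher of these controls. The list of this cluster was drawn up after Table S1 had been read, so these values alone cannot exclude a swap. Across all tested entries, the abortion libraries had correlations of at most 0.958 with control 1 and 0.945 with control 2, below those of control 3. A wrong label of control 3 cannot be told apart from a control placenta of this kind. Control 3 was at 0.22 over the Fmr1-linked X cluster, below the lowest abortion library by less than the SD of the abortion libraries (0.81). Over the endoderm list (0.28 against 0.81) and the miR-200 family (-0.088 against 0.57) the gap was larger than their SD (0.36 and 0.37). These lists were drawn up after Table S1, which counts control 3 as a control, had been read, so the gaps cannot speak against a wrong label. Without control 3, edgeR's quasi-likelihood test called 64 entries higher (46 annotated) and 1 lower at an adjusted p of 0.05. No biological explanation for the difference between the controls was tested.

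The 6 libraries allow 10 splits into 3 against 3, too few for a share under 0.05. At the thresholds of Fig. 1A, the real split gave 82 calls and the highest of the others 32, so that 1 split, the real one, reached 82. In the direction with more calls the real split gave 78 (higher in abortion) and the highest other 30, and 1 split, the real one, reached 78. In the direction with fewer calls the real split gave 4 (lower in abortion) and the highest other 8, and 3 splits, the real one included, reached 4. Camera called 9 lists in the real split and 1 to 8 in the others, so that 1 split, the real one, reached 9. With its preset correlation camera thus also called lists under wrong groupings, and its p-values may overstate the evidence for these lists. At an adjusted p of 0.05 from edgeR's quasi-likelihood test all 10 splits gave 0 (121 entries had an unadjusted p under 0.05, and DESeq2 called 56 in the real split). All splits were fitted without the replicate block, with which the real split gave 57 higher entries. Among the 4 splits that part all 3 same-numbered pairs, the highest other gave 14 calls at the thresholds of Fig. 1A and 8 lists.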

How the results depend on the processing

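Added after the data were seen were edgeR's exact test, the authors' divisors, the authors' p-values and leaving out both libraries of a replicate number; all other settings were planned, and the planned settings for a table without counts did not apply. The limits are 3 placentas per group and controls that differ among themselves. In the self-test 23.2% of 2-fold changes were recovered, but its simulated placentas had no differences shared across miRNAs, so this share does not measure what the real data allow. A miRNA that failed the adjustment is therefore not shown to be unchanged. The direction of miR-381-3p held in every setting run, with an adjusted p of 0.167 to 0.831 from the tools named here. The cause of the changes below was not tested.

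Higher entries at an adjusted p of 0.05, 0 in edgeR's quasi-likelihood test with 121 at an unadjusted p under 0.05, numbered 55 with DESeq2, 31 with the likelihood ratio test, 14 with no filter, 57 with the replicate block, 30 with the exact test, 54 with the authors' p-values and 0 with limma-voom. Lower entries numbered 1 with DESeq2. Leaving out 1 library gave 0 to 64 higher (64 without control 3) and 0 to 1 lower, and leaving out both libraries numbered 3 gave 82 higher and 9 lower. DESeq2 and the block shared 48 calls.

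At the thresholds of Fig. 1A, the 4 lower miRNAs became 9 with DESeq2 and with limma-voom, 7 with the likelihood ratio test, RLE factors and the authors' p-values, 41 with upper-quartile factors, 2 with library totals and with at least 10 counts in every library, 23 with no filter and 13 with the replicate block. The 78 higher ranged from 54 to 104 over these settings. Leaving out 1 library gave 30 to 123 higher (30 without control 1, 42 without abortion 3, 123 without control 3) and 4 to 22 lower (22 without abortion 2, 14 without control 3, 13 without control 1 and without abortion 3, 10 without abortion 1). Leaving out both libraries numbered 1, 2 and 3 gave 20, 76 and 110 higher and 8, 17 and 20 lower. The unadjusted p of miR-381-3p from edgeR exceeded 0.05 with upper-quartile factors (0.0812) and library totals (0.0832). It ran from 0.0117 to 0.140 on leaving out 1 library, with log2 fold changes of 0.65 to 1.47, and was 0.170, 0.0287 and 0.0579 without both libraries numbered 1, 2 and 3.

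Of 16 lists, 9 were called by camera, 0 with an estimated correlation and 0 by fry, and leaving out 1 library gave 7 to 8. The replicate block ended the calls of smooth muscle (adjusted p = 0.210) and red blood cells (adjusted p = 0.239) by camera, and apart from these and the calls of single miRNAs given above it changed no call. Camera's call of red blood cells was also lost with upper-quartile factors (adjusted p = 0.109) and library totals (adjusted p = 0.163), and that of smooth muscle with library totals (adjusted p = 0.0528), which left 8 and 7 lists. Of 1096 values of the 48 other named miRNAs, 1089 kept their direction and 90 passed an adjusted p of 0.05 in the tool run. With upper-quartile factors miR-200c-3p (-0.063), miR-200c-5p (-0.035) and miR-146a-5p (-0.16) reversed, and without both libraries of a number miR-133a-3p (-0.35, number 2) and miR-148a-3p (-0.16, number 3) did. Leaving out 1 library gave -0.61 to 0.012 for let-7i-5p and -0.84 to 0.061 for miR-221-5p. For the list of pluripotent cells, whose median (-0.11) and mean (0.089) differ in sign, the direction of the test turned with no filter (median -0.019), identical entries counted once (-0.075), fry (-0.11), without control 2 (0.075), without abortion 1 (-0.021), without abortion 3 (-0.018) and without both libraries numbered 2 (0.056), and on leaving out 1 library its median ran from -0.29 to 0.075.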

Differences from the paper's values

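The authors' p-values, edgeR's exact test, the authors' divisors and the leave-outs of a replicate number were chosen after the values were seen. Beyond a general P < 0.05, the paper's text states no thresholds for the miRNA-seq, and the counts here use an unadjusted p under 0.05 and a log2 fold change of at least 1 in size, the lines in Fig. 1A. The paper's reported number of upregulated miRNAs is 133, and 78 were higher here. At these thresholds the authors' own fold changes and p-values give 113 higher and 24 lower, the numbers of Table S1. The 133 of the paper's text therefore does not match the authors' own values. Of the alternatives set before the data were examined, no filter on low counts (104), leaving out control 3 (123) and the replicate block (89) came within 1.5 times of 133, and the others did not. Among settings chosen after the values were seen, leaving out both libraries numbered 3 (110) came within 1.5 times of it, and dropped 36 of the 113 higher miRNAs of Table S1. The paper's Table S1 lists 113 higher miRNAs, from which 78 differs by less than 1.5 times, and 76 of these 113 met the thresholds here, while 26 had too few counts to be tested.

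The paper's reported number of downregulated miRNAs, in its text and in Table S1, is 24, and 4 were lower here. No filter on low counts (23) and leaving out abortion 2 (22) came within 1.5 times, and the other alternatives set before the data were examined gave 2 to 14, apart from upper-quartile factors (41), and did not. Among settings chosen after the values were seen, leaving out both libraries numbered 2 (17) and both numbered 3 (20) came within 1.5 times, and dropped 20 and 21 of the 24 lower miRNAs of Table S1. Of the 24 in Table S1, 7 had enough counts to be tested, 7 of 7 had a log2 fold change below 0, and 2 met the thresholds here.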

Other observations

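The test of miR-381-3p against its cluster was chosen after its value was seen, while the lists and the named miRNAs were planned. Among markers of other cell types, the 4 tested miRNAs of smooth muscle were higher in the abortion group, with a median log2 fold change of 0.93 (camera, adjusted p = 0.0366; adjusted p = 0.52 with an estimated correlation; adjusted p = 0.210 with the replicate block). Here miR-145a-5p had a log2 fold change of 1.14 (standard error 0.47), with abortion 2 at 782 CPM and the other two abortion placentas at 377 and 231 CPM, and without abortion 2 the list was not called by camera (adjusted p = 0.252), nor without control 2 (0.0900) or control 3 (0.115). The 6 tested miRNAs of red blood cells were higher, with a median of 0.48 (camera, adjusted p = 0.0409; adjusted p = 0.52 with an estimated correlation; adjusted p = 0.239 with the replicate block), a call lost on leaving out any of control 1, 2 and 3 and abortion 1 and 2. In this list miR-144-3p had a log2 fold change of 0.80 (standard error 0.32) and miR-486b-5p one of 0.49 (standard error 0.24). Camera did not call the endothelial cell list (median -0.27, adjusted p = 0.333), white blood cells (-0.19, adjusted p = 0.402), striated muscle (0.83, adjusted p = 0.333), neural tissue (-0.29, adjusted p = 0.194), the miR-17/92 clusters (-0.19, adjusted p = 0.196), pluripotent cells (-0.11, adjusted p = 0.988) or angiogenesis (-0.23, adjusted p = 0.147). Of 42 tested miRNAs of the angiogenesis list, 13 were higher and 29 lower, and camera called this list lower without control 2 (adjusted p = 0.0388) and without abortion 2 (adjusted p = 0.0199), while it called striated muscle higher without control 3 (adjusted p = 0.0210). Without abortion 3 the angiogenesis median was -0.043 (camera, adjusted p = 0.706). With all libraries and an estimated correlation, camera gave an adjusted p of 0.57 for angiogenesis and 0.58 for striated muscle. Without both libraries numbered 2, a choice made after the data were seen, camera called the endothelial list lower (median -0.81, adjusted p = 0.0436) and the angiogenesis list lower (median -0.47, adjusted p = 0.00403). On leaving out 1 library the endothelial median ran from -0.71 to 0.089, and with all libraries and an estimated correlation its adjusted p from camera was 0.57.

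Of the other miRNAs that the paper names, miR-184-3p was at 10.6 ± 4.44 CPM in the control group and 26.5 ± 9.39 CPM in the abortion group (SD, n = 3 each), a log2 fold change of 1.32 (standard error 0.41) with an adjusted p of 0.243 from edgeR's quasi-likelihood test. The log2 fold change was 0.11 for miR-146a-5p (standard error 0.22), which was below 0 with upper-quartile scaling, and -0.57 for miR-146b-5p (standard error 0.30), and neither passed the adjustment in edgeR. Among the most abundant miRNAs, miR-148a-3p had a log2 fold change of 0.41 (standard error 0.57), let-7i-5p one of -0.37 (standard error 0.49), miR-21a-5p one of -0.91 (standard error 0.66) and let-7f-5p one of -0.75 (standard error 0.50), and all failed the adjustment. Leaving out 1 library gave 0.16 to 0.85 for miR-148a-3p, -1.39 to -0.32 for miR-21a-5p and -1.04 to -0.36 for let-7f-5p, so the size of these differences is uncertain.

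A hypothesis is that the higher miR-381-3p may be part of a shift of the whole Dlk1-Dio3 cluster, whose median log2 fold change ran from 0.36 to 0.98 on leaving out 1 library. On the log2(CPM + 1) scale, the difference between abortion and control was 1.04, and after the median deviation of the other tested members was subtracted in each library it was 0.33, or 31.9% of that value. In the abortion placentas 1, 2 and 3 the value left was 0.18, -0.43 and 0.77, an SD of 0.60 that is larger than what was left, so a shift of the cluster and a change of miR-381-3p of its own cannot be told apart with these placentas.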
